# Changes in neurotensin signalling drive hedonic devaluation in obesity

**DOI:** 10.1038/s41586-025-08748-y

**Published:** 2025-03-26

**Authors:** Neta Gazit Shimoni, Amanda J. Tose, Charlotte Seng, Yihan Jin, Tamás Lukacsovich, Hongbin Yang, Jeroen P. H. Verharen, Christine Liu, Michael Tanios, Eric Hu, Jonathan Read, Lilly W. Tang, Byung Kook Lim, Lin Tian, Csaba Földy, Stephan Lammel

**Keywords:** Reward, Obesity

## Abstract

Calorie-rich foods, particularly those that are high in fat and sugar, evoke pleasure in both humans and animals^1^. However, prolonged consumption of such foods may reduce their hedonic value, potentially contributing to obesity^2–4^. Here we investigated this phenomenon in mice on a chronic high-fat diet (HFD). Although these mice preferred high-fat food over regular chow in their home cages, they showed reduced interest in calorie-rich foods in a no-effort setting. This paradoxical decrease in hedonic feeding has been reported previously^3–7^, but its neurobiological basis remains unclear. We found that in mice on regular diet, neurons in the lateral nucleus accumbens (NAcLat) projecting to the ventral tegmental area (VTA) encoded hedonic feeding behaviours. In HFD mice, this behaviour was reduced and uncoupled from neural activity. Optogenetic stimulation of the NAcLat→VTA pathway increased hedonic feeding in mice on regular diet but not in HFD mice, though this behaviour was restored when HFD mice returned to a regular diet. HFD mice exhibited reduced neurotensin expression and release in the NAcLat→VTA pathway. Furthermore, neurotensin knockout in the NAcLat and neurotensin receptor blockade in the VTA each abolished optogenetically induced hedonic feeding behaviour. Enhancing neurotensin signalling via overexpression normalized aspects of diet-induced obesity, including weight gain and hedonic feeding. Together, our findings identify a neural circuit mechanism that links the devaluation of hedonic foods with obesity.

## Abstract (web summary)

In mice, prolonged consumption of a high-fat diet decreases interest in calorie-rich foods as a result of reduced neurotensin expression and signalling, which uncouples hedonic feeding behaviour linked to neurons projecting from lateral nucleus accumbens to ventral tegmental area.

## Main

Excessive consumption of high-calorie foods is a key contributor to the development and progression of obesity in humans and animals^8,9^. Chronic exposure to a HFD profoundly influences eating behaviours, particularly those driven by the pleasurable (that is, hedonic) properties of food^10^. To investigate how a chronic HFD affects these behaviours, we placed C57Bl/6 mice on a chronic HFD. Although these mice consistently preferred high-fat chow over standard chow in their home cages (Fig. 1a–c), they paradoxically exhibited a reduced drive to opportunistically consume high-calorie foods in an acute feeding assay, even when no effort was required to obtain the food (Fig. 1d). One possible explanation is that chronic HFD exposure leads to a reduction in the hedonic value of high-calorie foods, decreasing their pleasurable or rewarding aspects.

**Fig. 1:**
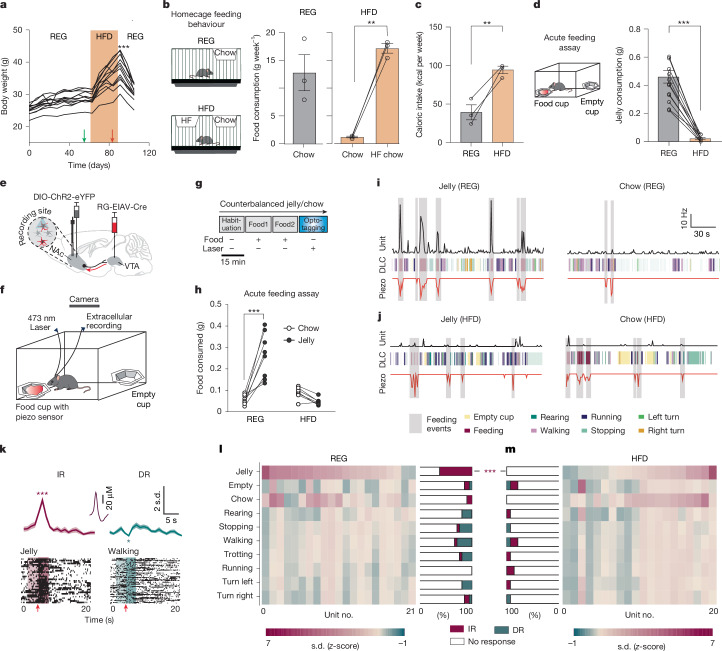
Chronic HFD promotes uncoupling of NAcLat→VTA activity during hedonic feeding. **a**, Body weight of REG mice that are switched to HFD and then returned to REG. Arrows indicate timing of acute feeding assays on REG (green) and HFD (red) (***P < 0.001, 1-way repeated measures ANOVA with Holm–Šídák multiple comparisons test; *n* = 12 mice). **b**,**c**, Mean weekly consumption of regular chow and high-fat (HF) chow (**P = 0.0022) (**b**) and caloric intake (**P = 0.0036) (**c**) in home cages while on REG or HFD (*n* = 3 cages; normalized as grams per mouse per week; 2-sided paired Student’s *t*-test). **d**, Mean jelly consumption during acute feeding assays for REG mice and after 4 weeks of HFD (***P < 0.001, 2-sided paired Student’s *t*-test; *n* = 12 mice). **e**, Experimental design. **f**, Acute feeding assay. **g**, Timeline: trial 1 (habituation, no food); trials 2 and 3 (food presentation, chow or jelly, counterbalanced); trial 4 (NAcLat→VTA opto-tagging). **h**, Food consumption for REG and HFD mice (***P < 0.001, 2-way repeated measures ANOVA with Holm–Šídák test; REG: *n* = 8 mice, HFD: *n* = 7 mice). **i**,**j**, DLC behavioural motifs for REG (**i**) and HFD (**j**) mice, with example unit firing rates and piezo activity. **k**, Top, *z*-scored average of all recorded action potentials across trials relative to events. Total unit events analysed for each motif to determine whether the unit shows significantly increased response (IR) or decreased response (DR) relative to baseline (average unit waveform in inset). Bottom, sample action potentials during feeding or walking (arrows show event onsets; *P = 0.024, ***P = 0.0002; 2-sided Wilcoxon signed-rank test). **l**,**m**, Relative *z*-score average of individual NAcLat→VTA units for REG (**l**) and HFD (**m**) mice during different behavioural motifs. Bar graphs show percentage of IR, DR and non-responsive units in each behavioural motif (***P = 0.0002, 2-sided Chi-squared test for proportions with Bonferroni correction for multiple comparisons; REG: *n* = 21 units from *n* = 8 mice, HFD: *n* = 20 units from *n* = 7 mice). Data are mean ± s.e.m. (error bars or shading). Source Data

The mesolimbic dopamine system, consisting of dopamine-producing cells in the VTA projecting to the nucleus accumbens (NAc), has been implicated in the motivational aspects of feeding behaviour^11–13^, although other dopaminergic projections are also likely to be involved^14^. Activation of VTA dopamine neurons projecting to the NAc is associated with the rewarding aspects of food consumption^15^. Anticipation of food or liquid rewards enhances dopamine neuron firing, promoting goal-directed behaviours^15–18^. Conversely, chronic HFD exposure has been shown to reduce dopamine activity in both mice and humans^2,19–24^, potentially impairing reward-related processes and contributing to obesity.

Although much research has focused on the role of dopamine neurons in feeding and obesity, less is known about the effects of chronic HFD on inhibitory projections from the NAc to the VTA. The NAc provides substantial GABAergic input to the VTA, directly and indirectly influencing dopamine neurons^25,26^. We previously demonstrated that optogenetic stimulation of the NAcLat→VTA pathway induces robust reward-related behaviours, such as place preference and intracranial self-stimulation, possibly via disinhibition of dopamine neurons^26^. However, whether increased neural activity in this pathway is associated with hedonic feeding behaviours and how it is affected by diet-induced obesity remain unclear.

## Chronic HFD disrupts NAcLat→VTA activity

To study the effects of chronic HFD on NAcLat→VTA activity during feeding behaviours, we first injected C57Bl6 mice with a retrogradely transported virus carrying Cre recombinase (pseudotyped equine infectious anaemia virus, RG-EIAV-Cre) into the lateral VTA and a Cre-dependent adeno-associated virus (AAV) carrying ChR2 into the NAcLat. The mice were also implanted with a custom-made drivable optoelectrode (optrode) above the NAcLat (Fig. 1e). In these mice, ChR2 expression was largely restricted to the NAcLat and not observed in the NAc core or NAc medial shell (Extended Data Fig. 1a–d). Two weeks after stereotaxic surgery, mice were randomly split into two cohorts, with one cohort remaining on a regular diet (REG mice; 4% fat, standard mouse chow) and the other being placed on a HFD where both regular (4% fat) and high-fat chow (60% fat) were freely available in the home cage. HFD mice rapidly gained weight when compared with REG mice (Extended Data Fig. 1e). After 30 days of diet, we recorded the neural activity of opto-tagged NAcLat→VTA cells (examples of opto-tagging in units from REG and HFD mice are shown in Extended Data Fig. 1i–r) during free exploration of an open-field chamber containing calorie-rich (jelly) and low-calorie (chow) foods (Fig. 1f,g). The behaviour of REG and HFD mice was recorded on video and analysed using DeepLabCut (DLC) to identify discrete behavioural motifs (Extended Data Fig. 1f), which included actions such as feeding, touching an empty food cup, rearing, turning and various forms of locomotion at different velocities (Extended Data Fig. 1g,h). A piezo sensor placed under the food cup was used to detect precise feeding event timestamps, which showed a strong correlation with DLC-detected feeding events (Extended Data Fig. 2a–d). Food consumption was measured by weighing the food cups after each session. As expected, REG mice consumed significantly more jelly than chow, whereas HFD mice consumed less jelly overall (Fig. 1h). To analyse neural activity, we quantified unit firing rates before and during the onset of each behavioural motif and classified responses as unchanged (non-responsive), significantly increased (IR type) or significantly decreased (DR type) (Fig. 1i–k). No significant differences were observed in the average time spent in each DLC-detected motif between REG and HFD mice **(**Extended Data Fig. 2e). Of note, firing rates were negatively correlated with total time spent in each motif, with higher firing rates during motifs with less time spent (for example, jelly and chow feeding or touching the empty cup) and lower firing rates during longer-duration motifs such as locomotion (Extended Data Fig. 2f). Next, we assessed the proportions of classified response types in REG and HFD mice to determine whether they differed between diets. In REG mice, opto-tagged units showed high firing rates during jelly consumption, with the majority of units exhibiting significantly increased responses, whereas other behavioural motifs frequently showed decreased responses. By contrast, opto-tagged units in HFD mice displayed lower firing rates during jelly consumption, with none of the tagged units reaching statistical significance (Fig. 1l,m). Similar results were observed in piezo-based analyses, with increased firing rates during jelly consumption in REG mice and a marked reduction in HFD mice (Extended Data Fig. 2a,b). Non-tagged units also exhibited higher firing rates during jelly consumption compared to other motifs as well as reduced proportions of IR responses in HFD mice compared with REG mice for both DLC- and piezo-based analyses, although the effect size was smaller (Extended Data Fig. 2g–j). Together, these results suggest that increased activity of NAcLat→VTA cells is associated with hedonic feeding, but chronic HFD disrupts this relationship.

## Diet-dependent control of hedonic feeding

Next, we examined whether increased activity in the NAcLat→VTA pathway is sufficient to induce feeding behaviour. We injected AAV-hSyn-ChR2 or AAV-hSyn-eYFP into the NAcLat of C57Bl6 mice and implanted an optical fibre above the VTA (Fig. 2a and Extended Data Figs. 3a,b and 4a,b). Mice were subjected to REG or HFD for four weeks. We then analysed the consumption of different food types (one food type per day) without and with optogenetic stimulation of the NAcLat→VTA pathway. On each experimental day, mice were subjected to habituation and a primed-feeding trial (15 min each; laser off), which were followed by 3 additional trials (15 min each: laser off, laser on (473 nm, 20 Hz), laser off). Mice had free access to each food type during all trials, except the habituation trial, when no food was present (Fig. 2b,c). Although mice could consume each food type to satiating levels already during the primed-feeding trial, we noticed that in this trial, HFD mice showed significantly reduced consumption of high-calorie foods when compared to REG mice (Extended Data Fig. 3c). Even though feeding levels were low after the primed-feeding trial, high-frequency optogenetic stimulation of the NAcLat→VTA pathway in REG mice resulted in significantly increased consumption of high-calorie foods (jelly, chocolate, peanut butter, butter and high-fat chow). By contrast, optogenetic stimulation of NAcLat→VTA did not change the consumption of low-calorie foods (regular chow) or water (Fig. 2d and Extended Data Fig. 3d), including when the same mice were tested after 24 h of food deprivation (Extended Data Fig. 3e,f). Additionally, stimulating NAcLat→VTA did not modify the feeding of quinine-adulterated butter that holds similar calorie value as butter but with reduced palatability (Extended Data Fig. 3g,h). The mean weights of ChR2 and eYFP REG mice did not differ before and after the series of feeding experiments, indicating that the feeding behaviour in this assay did not affect overall weight gain (Extended Data Fig. 3i). We performed several additional experiments in separate cohorts of REG mice to further examine the effects of manipulating the NAcLat→VTA pathway on hedonic feeding behaviour. First, we applied optogenetic stimulation in an acute feeding assay (equivalent to primed-feeding trial) and found that this was sufficient to increase jelly consumption in ChR2 but not eYFP mice (Extended Data Fig. 3j). Second, to examine whether optogenetic activation of NAcLat cell bodies affects hedonic food consumption, mice were injected with ChR2 into the NAcLat and implanted with two optical fibres (one each above the VTA and NAcLat). In these mice, light stimulation of the VTA, but not NAcLat, increased jelly consumption (Extended Data Fig. 3k–n), suggesting that projection specificity is necessary for inducing hedonic feeding behaviour. Third, we optogenetically silenced the NAcLat→VTA pathway and assessed jelly consumption during the primed-feeding trial on separate days with and without laser stimulation. Optogenetic inhibition significantly reduced hedonic feeding behaviour (Extended Data Fig. 3o–t).

**Fig. 2:**
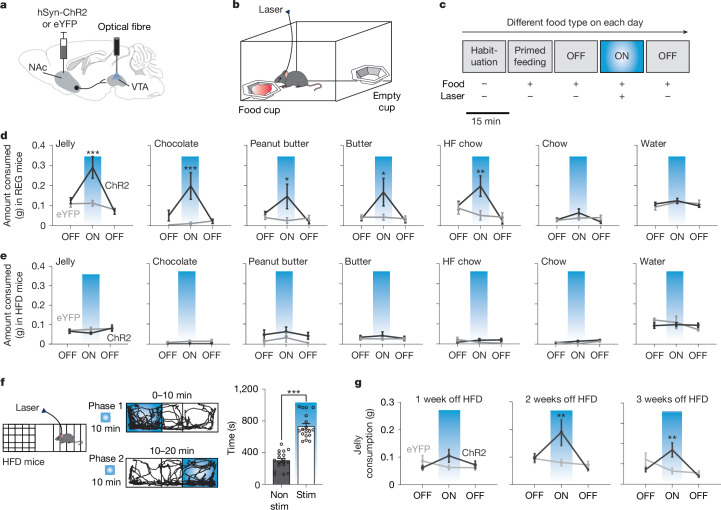
Opto-stimulation of NAcLat→VTA promotes hedonic feeding in REG mice but not in HFD mice. **a**, Experimental design. **b**, Acute feeding assay: mice were placed in an open-field chamber containing two cups (one with food and one empty). **c**, Timeline: mice were tested in 5× 15-min trials. Food was presented during trials 2 to 5, with laser stimulation (473 nm, 20 Hz, 5 ms) during trial 4. After each trial, the food cup was replaced with a new cup of the same food type, and consumption was analysed. **d**, Consumption during the acute feeding assay for ChR2 and eYFP mice on a REG diet (jelly (ChR2: *n* = 10 mice, eYFP: *n* = 8 mice; ***P = 0.0001), chocolate (ChR2: *n* = 10 mice, eYFP: *n* = 9 mice; ***P = 0.0003), peanut butter (ChR2: *n* = 10 mice, eYFP: *n* = 9 mice; *P = 0.0112), butter (ChR2: *n* = 10 mice, eYFP: *n* = 9 mice; *P = 0.0201), high-fat chow (ChR2: *n* = 9 mice, eYFP: *n* = 9 mice; **P = 0.0032), chow (ChR2: *n* = 10 mice, eYFP: *n* = 9 mice; *P* > 0.05) or water (ChR2: *n* = 7 mice, eYFP: *n* = 9 mice; *P* > 0.05)). Blue indicates laser stimulation of the NAcLat→VTA pathway (2-way repeated measures ANOVA with Holm–Šídák test). **e**, Food consumption during the acute feeding assay for HFD mice (*P* > 0.05; ChR2: *n* = 10 mice, eYFP: *n* = 5 mice, 2-way repeated measures ANOVA with Holm–Šídák test). **f**, Real-time place preference: HFD mice received NAcLat→VTA stimulation (473 nm, 20 Hz, 5 ms pulses) upon entry into one compartment of a 3-chamber apparatus. The paired side was switched after 10 min. Sample trajectories show movement during each phase. HFD mice spent significantly more time in the light-paired compartment (stim) compared to the unpaired compartment (non-stim) (***P < 0.001, 2-sided paired Student’s *t*-test; *n* = 18 mice). **g**, Food consumption during the acute feeding assay for mice removed from HFD and returned to a regular diet, tested at different time points (2 weeks off HFD: **P = 0.0075, 3 weeks off HFD: **P = 0.0041, 2-way repeated measures ANOVA with Holm–Šídák test; ChR2: *n* = 8 mice, eYFP: *n* = 7 mice). Data are mean ± s.e.m. Source Data

In HFD mice, 20 Hz optogenetic stimulation of the NAcLat→VTA pathway did not promote hedonic or non-hedonic feeding behaviour (Fig. 2e), even when mice were tested after 24 h of food deprivation (Extended Data Fig. 4c,d). Despite the loss of opto-induced feeding behaviour, optogenetic stimulation still induced place preference in these HFD mice (Fig. 2f). However, the effect of HFD was reversible, as the levels of food consumed during both primed-feeding trial (Extended Data Fig. 4e,f) and optogenetic stimulation of the NAcLat→VTA pathway (Fig. 2g) were gradually restored when HFD mice were placed back on a regular diet for at least two weeks, suggesting normalization of hedonic feeding behaviour to similar levels as REG mice. Together, stimulation of the NAcLat→VTA pathway increased hedonic feeding in REG mice but not in HFD mice—the response was restored when HFD mice were returned to a regular diet.

## HFD reduces neurotensin signalling

To investigate the cellular and molecular adaptations triggered by chronic HFD, we used single-cell patch sequencing of NAcLat→VTA cells (Fig. 3a). 

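The sequencing data comprise 43 NAcLat→VTA cells, each sequenced as 1 library, with 23 cells from REG mice and 20 cells from HFD mice. The paper counts 10 REG mice and 11 HFD mice for these cells, and HFD mice had access to chow with 60% fat for at least 4 weeks. The mouse that each cell came from is not named in the sample labels or the source data, so each diet was treated as 1 sample. Values are therefore given without a test, and every interval covers counting error only, since amplified reads are not independent molecules. By the labels, batch 1 held 13 REG cells and 5 HFD cells, and batch 2 held 10 REG cells and 15 HFD cells. The authors pseudo-aligned the reads to the mouse transcriptome (GRCm38) with kallisto and deposited, for 35825 genes in each cell, the estimated counts without normalization and the transcript levels scaled to a sum of 1000000 within the cell (TPM). The total count had a median of 1427698 in REG cells, between 176961 and 16919555, and of 1416982 in HFD cells, between 178341 and 8242048. REG cells had counts on a median of 10222 genes and HFD cells on a median of 9639.5 genes. Thinned to 150000 counts per cell, these medians were 7827 genes and 7251.5 genes. Within batch 2, the thinned medians were 8211.5 genes in REG cells and 6492 genes in HFD cells, and within batch 1 they were 7395 and 7902 genes. A single gene, *Lars2*, took a median of 26.1% of the counts of a cell, between 2.33% and 79.8%. Every deposited cell lies above the limit of 3 median absolute deviations below the median of the genes detected, which is 4863 genes in these cells. The same limit for the total count falls at −840830 and could exclude no cell. Counts were divided by the total count of each cell to give counts per 1000000 counts (CPM), and the effect of diet is reported as the log2 ratio of the mean CPM of HFD cells to that of REG cells, with each cell weighted equally.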

REG and HFD mice were injected with fluorescent retrobeads into the VTA. One week later, we measured the intrinsic membrane properties and responses to current injections with whole-cell patch-clamp recordings of bead-labelled NAcLat cells before extracting cell cytosol for RNA sequencing. Although the firing rate in response to depolarizing current injections was slightly increased in HFD mice, the comparison did not reach statistical significance, and we also found no differences in the intrinsic membrane properties of NAcLat→VTA neurons in REG and HFD mice (Fig. 3b–f).

**Fig. 3:**
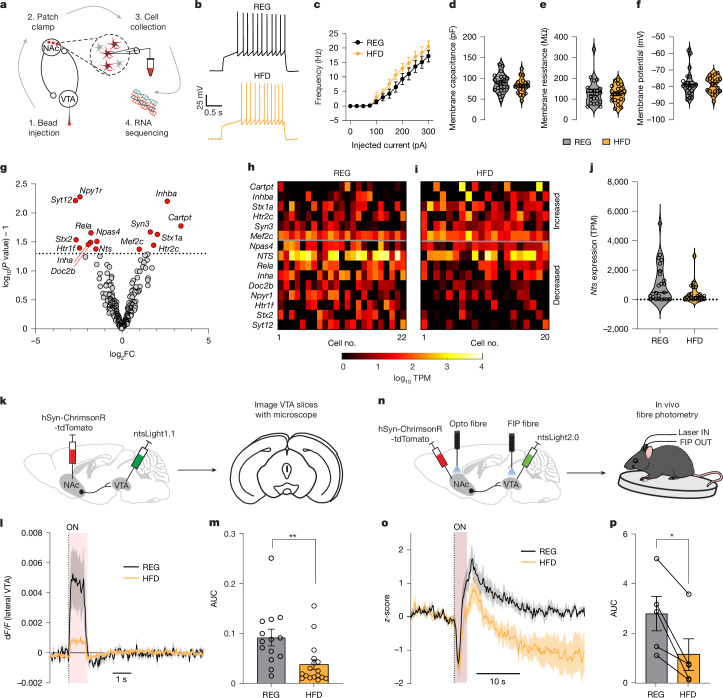
Reduced NAcLat → VTA NTS expression and release in HFD mice. **a**, Patch-seq experimental design. **b**, Example current injection (150 pA) in bead-labelled NAcLat→VTA cells from REG (top) and HFD (bottom) mice. **c**–**f**, Electrophysiological properties of NAcLat→VTA cells from REG and HFD mice. **c**, Firing frequency (*P* > 0.05, 2-way repeated measures ANOVA; REG: *n* = 23 cells, *n* = 10 mice; HFD: *n* = 19 cells, *n* = 11 mice). **d**, Membrane capacitance (*P* > 0.05, unpaired Student’s *t*-test; REG: *n* = 21 cells, *n* = 10 mice; HFD: *n* = 20 cells, *n* = 11 mice). **e**, Membrane resistance (*P* > 0.05, unpaired Student’s *t*-test; REG: *n* = 21 cells, *n* = 10 mice; HFD: *n* = 20 cells, *n* = 11 mice). **f**, Resting membrane potential (*P* > 0.05, 2-sided unpaired Student’s *t*-test; REG: *n* = 23 cells, *n* = 10 mice; HFD: *n* = 20 cells, *n* = 11 mice). **g**, Volcano plot of differential gene expression in NAcLat→VTA cells between REG and HFD mice. Red data points indicate significantly different genes (absolute value of log_2_FC > 1 and *P* < 0.05). Statistical significance was determined using a two-sided hypothesis. Values were not corrected for multiple comparisons. **h**,**i**, Heat maps showing relative expression of synaptic and feeding-related genes in individual NAcLat→VTA cells from REG (**h**) and HFD (**i**) mice. TPM, transcripts per million. **j**, Violin plot of *Nts* gene expression in NAcLat→VTA cells from REG and HFD mice (REG: *n* = 23 cells, *n* = 10 mice; HFD: *n* = 20 cells, *n* = 11 mice). **k**–**m**, ntsLight1.1 experiment: AAV-hSyn-Chrimson-tdTomato and AAV9-hSyn-ntsLight1.1 were injected into the NAcLat and VTA, respectively. Optogenetic stimulation in acute brain slices revealed reduced ntsLight1.1 fluorescence in HFD compared with REG mice (**P = 0.0059, 2-sided unpaired Student’s *t*-test; REG: *n* = 14 slices, *n* = 5 mice; HFD: *n* = 17 slices, *n* = 4 mice). **n**, In vivo opto-photometry experiment using ntsLight2.0. FIP, fibre photometry. **o**, ntsLight2.0 recorded in VTA 5 s before and 20 s after 3-s opto-stimulation of NAcLat cells from the same mice on REG or HFD (*n* = 5 mice, *z*-score average for *n* = 30 trials). **p**, Area under the curve (AUC) during the 3–5 s interval for mice on REG or HFD (*P = 0.0125, 2-sided paired Student’s *t*-test; *n* = 5 mice). Data are mean ± s.e.m. (error bars or shading). Source Data

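The filter stated in Methods, a CPM above 15 in at least 5 cells and a mean CPM above 4, kept 10802 of the deposited genes. With the limit of 4 applied instead to the average log2 CPM, a reading chosen after the data were examined, 8409 genes were kept. Over the 10802 genes, the log2 ratio between diets had a median of −0.13, and the 5th and 95th percentiles were −1.65 and 1.35. The interquartile range was 1.05 over all cells, 1.64 within batch 1 and 1.39 within batch 2. Scaling the totals by TMM factors shifted the median of these ratios by 0.14. Because mice are not named, no number of changed genes was derived from the cells. Among genes of the filter with the same sign in both batches and with any 1 cell left out, a group without counts taken as the lower, the highest ratios belonged to *Hist1h3a* (6.69), *Abhd4* (6.44), *C1qtnf5* (5.34), *Nmrk2* (4.99) and *Tcf7* (4.88). *Hist1h3a* had a mean of 41.2 CPM in HFD cells, with counts in 10 of 20 cells, and 0.398 CPM in REG cells, with counts in 3 of 23 cells. For *Nmrk2*, 1 HFD cell held 79.6% of the summed CPM of that diet, and without that cell the ratio was 2.77. The lowest ratios belonged to *Ccdc61*, *Gdnf*, *Taf1c*, *Impg1* (−5.86) and *Ighmbp2* (−5.55). *Impg1* had counts in 2 HFD cells, and its ratio lay between −9.95 and −5.38 with any 1 cell left out. *Gdnf* had 703 counts over 7 REG cells and none in HFD cells, and the log2 ratio of the summed counts over the summed totals was at or below −7.45, with 3 counts set for the HFD group. *Ccdc61* had 390 counts in REG cells and 2 counts in a single HFD cell, and the ratio computed in the same way was −7.18, with an exact 95% interval from −10.23 to −5.32. *Taf1c* was counted in 10 REG cells and in 1 HFD cell.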

We next evaluated diet-induced transcriptomic differences of more than 8,000 genes, and found that 280 genes were downregulated (*P* < 0.05, log-transformed fold change (log_2_FC) <−1) and 183 genes were upregulated (*P* < 0.05, log_2_FC > 1) (Extended Data Fig. 5a–e). As expected, NAcLat→VTA cells expressed marker genes for GABAergic (γ-aminobutyric acid-expressing) neurons and *Drd1* mRNA, whereas glutamatergic marker genes and *Drd2* mRNA were detected less frequently. Expression of these genes did not change in response to HFD (Extended Data Fig. 5b,c). 

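*Gad1* and *Gad2* were detected, with a count above 0, in all 43 cells, and *Slc32a1* in 83.7% of cells (exact 95% binomial interval, 69.3% to 93.2%). The glutamatergic markers *Slc17a6*, *Slc17a7* and *Slc17a8* were detected in 14.0%, 58.1% and 62.8% of cells. Averaged over the 3 genes of each kind, detection was 94.6% for the GABAergic markers and 45.0% for the glutamatergic markers. With cells thinned to equal depth these shares were 88.4% and 21.7%, and with a limit of 15 CPM the GABAergic markers passed in 108 and the glutamatergic markers in 8 of 129 pairs of gene and cell. *Drd1* was detected in 43 of 43 cells and *Drd2* in 9 of 43 cells, or 20.9% (interval, 10.0% to 36.0%). *Drd1* exceeded 15 CPM in 40 cells and *Drd2* in 3 cells. Mean CPM ranged from 225 to 493 for *Gad1* and *Gad2* over both diets and stayed at or below 8.70 for the glutamatergic markers. *Slc32a1* lay between them, with a mean of 16.4 CPM in REG cells and 48.2 CPM in HFD cells.

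**Figure D1:**
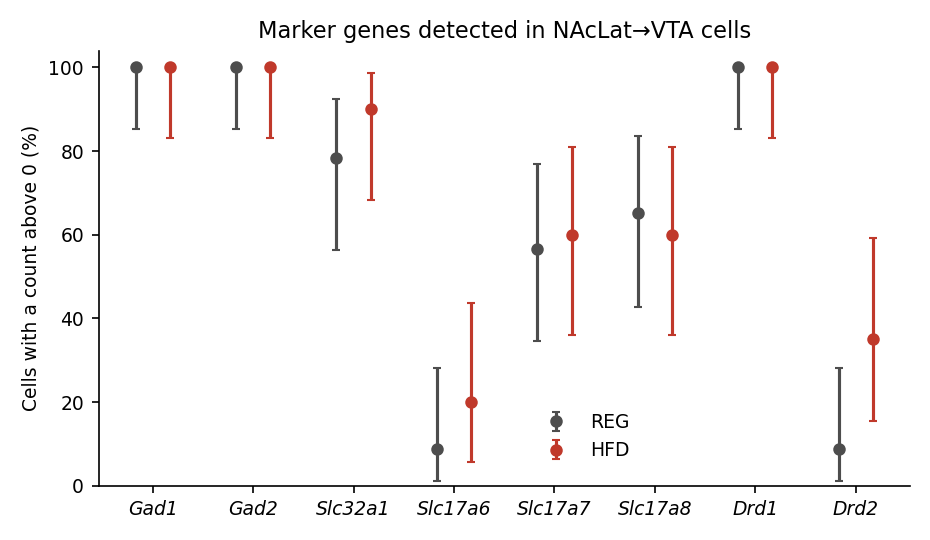
Share of NAcLat→VTA cells with a count above 0 for each marker gene, in percent, in 23 REG cells and 20 HFD cells. Points are shares and bars are exact 95% binomial intervals that cover counting error only. *Gad1*, *Gad2* and *Drd1* sit at 100% in both diets, while *Slc17a6* and *Drd2* are the least often detected.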

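The log2 ratio of *Drd1* between diets was 0.07, from a mean of 230.3 CPM in REG cells and 242 CPM in HFD cells. It was −0.49 within batch 1 and 0.88 within batch 2, and 0.48 on TPM. The ratio of *Gad1* was 0.29, with −0.0023 within batch 1 and 0.57 within batch 2. The ratio of *Gad2* was −0.72 and stayed between −0.90 and −0.65 with any 1 cell left out. *Slc32a1* had a ratio of 1.55 that was −0.49 within batch 1 and 1.85 within batch 2, and 1 HFD cell held 48.3% of the summed CPM of its diet. The ratio of *Slc17a6* was 3.64 over all cells and −1.84 without 1 HFD cell, while *Slc17a7* had 1.08 over all cells and −0.98 within batch 1. *Slc17a8* had a ratio of −1.06, between −1.51 and −0.65 with any 1 cell left out. *Drd2* was detected in 2 of 23 REG cells, or 8.70% (interval, 1.07% to 28.0%), and in 7 of 20 HFD cells, or 35% (15.4% to 59.2%). After thinning to equal depth it was detected in 1 REG cell and 5 HFD cells. Its mean was 0.528 CPM in REG cells and 7.67 CPM in HFD cells, below the filter for expressed genes. The ratio was 4.58 in batch 1 and 3.38 in batch 2. In batch 1 only 2 of 18 cells had a *Drd2* count, so the batch 1 ratio rests on those cells.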

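*Nts*, which lies on the minus strand of chromosome 10 from 102481756 to 102490486 (GRCm38), had a median of 266 TPM over the 43 cells. The source data of Extended Data Fig. 5, held here for 1147 of 8412 genes, mark 262 of those held as the synaptic molecules family. Of the other 261 genes, 253 had a lower median, which places *Nts* at the 96.9th percentile, ranked 9 from the top. It ranked 6 from the top in REG cells alone, with a median of 479 TPM, and 11 in HFD cells alone, with a median of 204 TPM. By mean TPM it stood at the 98.9th percentile, and on CPM, which does not divide by transcript length, at the 90.0th. Against all genes that passed the expression filter, the percentile was 97.1. The larger list of synaptic and feeding genes used in the paper was not used here.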

When focusing our analysis on genes that have been associated with synaptic signalling as well as feeding behaviour, we found that *Nts* (encoding neurotensin, a neuropeptide involved in feeding behaviour^27–29^) was strongly expressed in NAcLat→VTA cells compared with other members of these gene families (the median expression of *Nts* was in the 98th percentile of observations from 587 genes). *Nts* was detected in 95% of NAcLat→VTA cells obtained from REG mice and in 90% of the cells obtained from HFD mice (Extended Data Fig. 5f). 

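An *Nts* count above 0 was present in 22 of 23 REG cells, or 95.7% (exact 95% interval, 78.1% to 99.9%), and in 18 of 20 HFD cells, or 90% (68.3% to 98.8%). The intervals overlap, so no difference in detection is resolved at these numbers of cells. Fewer than 10 counts were found in 5 REG cells and 7 HFD cells, cells without *Nts* included. *Nts* exceeded 15 CPM in 78.3% of REG cells (56.3% to 92.5%) and 75% of HFD cells (50.9% to 91.3%). After thinning to equal depth it was detected in 20 REG cells, or 87.0%, and 15 HFD cells, or 75%. In batch 1 it was detected in 12 of 13 REG cells and 5 of 5 HFD cells, and in batch 2 in 10 of 10 REG cells and 13 of 15 HFD cells.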

The overlap between *Nts* expression and projection target was also confirmed by additional retrograde tracing experiments in which cholera toxin subunit B (CTB) was injected into the VTA of NTS-Cre mice crossed to an Ai14 reporter mouse line. We found that approximately 75% of the CTB-labelled cells also express *Nts* (Extended Data Fig. 5g,h), further confirming that NTS is enriched in the NAcLat→VTA pathway. However, it is possible that NTS-expressing NAcLat neurons also project to other brain structures.

Transcriptomic difference analysis revealed that in HFD mice, *Nts* expression levels were reduced compared with REG mice (log_2_FC = −1.52) (Fig. 3g–j). This reduction in *Nts* expression following HFD was further confirmed using in situ hybridization in a separate cohort of mice. 

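Summed over cells, *Nts* had 37765 counts in REG cells (exact 95% Poisson interval, 37385 to 38148) and 9934 counts in HFD cells (9740 to 10131). Its mean was 764 CPM in REG cells and 269 CPM in HFD cells, a log2 ratio of −1.51. The spread between cells was wide, with medians of 285 and 130 CPM, interquartile ranges of 24.4 to 1011 and 11.9 to 290 CPM, and highest values of 3107 and 1714 CPM. With each cell left out in turn, the ratio stayed between −1.99 and −1.29. The labelled batches differed in level, since REG cells had a mean of 1007 CPM in batch 1 and 449 CPM in batch 2. Within batch 1 the ratio was −1.68, with 5 HFD cells, and within batch 2 it was −0.83, from 449 CPM in 10 REG cells and 253 CPM in 15 HFD cells. With any 1 cell of batch 2 left out, the batch 2 ratio lay between −1.59 and −0.32. Restriction to batch 2 moved the value most among the alternatives set before the data were examined. From its transcriptomic difference analysis, the paper states that *Nts* expression was reduced in HFD mice.

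**Figure D2:**
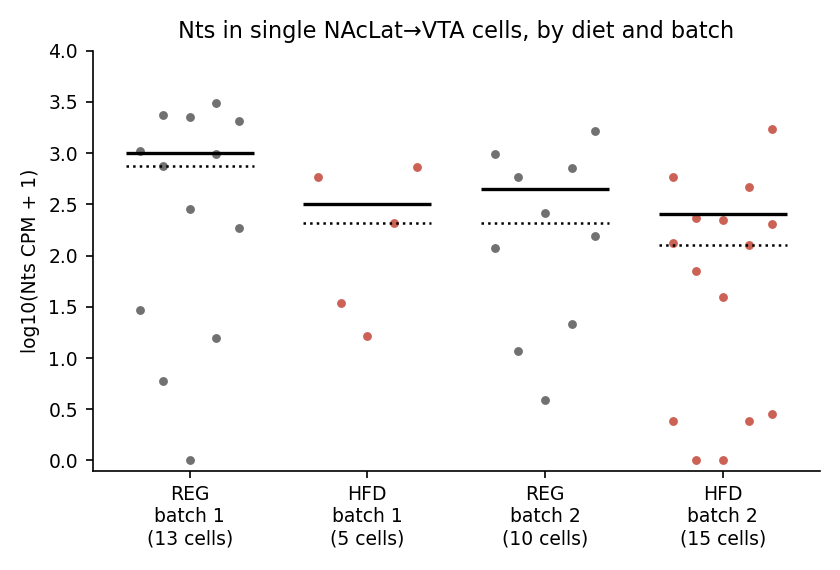
*Nts* CPM on the scale log10(CPM + 1) in each NAcLat→VTA cell, by diet and batch. Each point is 1 cell, solid lines are the log10 of the mean CPM + 1 and dotted lines that of the median. HFD cells of batch 1 lie between 15.2 and 735 CPM, and each other group spans a wider range.

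The 15 genes of the Fig. 3 heat maps had the same sign here as in the source data, and the same sign within each batch. Leaving out 1 cell kept the sign of 13 of them. The source data come from these same cells, so the shared signs are not independent evidence. For *Inhba*, 1 HFD cell held 84.1% of the summed CPM of its diet, and the ratio fell from 2.55 to −0.029 without that cell. The same cell held 77.2% of the *Htr2c* CPM of HFD cells, and the ratio of *Htr2c* went from 1.76 to −0.30 without it. *Npas4* had a ratio of −1.44 and a difference in mean log2(CPM + 1) of 0.060.

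**Figure D3:**
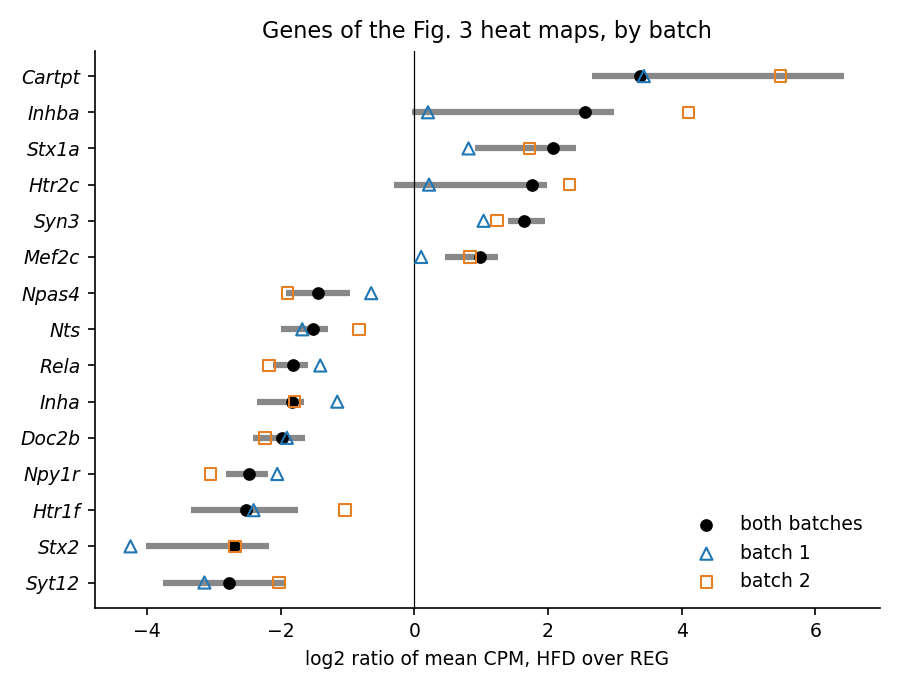
Log2 ratio of mean CPM, HFD over REG, for the 15 genes of the Fig. 3 heat maps. Filled circles use all cells, grey bars span the values with each cell left out in turn, triangles are batch 1 and squares batch 2. Bars of *Inhba* and *Htr2c* reach below 0.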

Of note, *Nts* expression levels seemed to recover if HFD mice were returned to a regular diet for three weeks (Extended Data Fig. 5i–m).

We next sought to determine whether diet-induced reduction in *Nts* mRNA expression results in measurable changes in NTS release. To do this, we utilized a novel GPCR fluorescent sensor, ntsLight1.1, whose structure mimics the neurotensin receptor 1 (NTSR1) and increases fluorescence when NTS is bound. We validated the sensitivity and specificity of ntsLight1.1 for NTS in both cultured neurons and ex vivo brain-slice preparations (Extended Data Fig. 6a–f). To test whether NTS release is reduced in HFD mice, we injected ntsLight1.1 into the VTA and AAV-hSyn-ChrimsonR-tdTomato (Chrimson) into the NAcLat of mice placed on REG or HFD for 6 weeks. We recorded ntsLight1.1 in VTA slices and found that optogenetic stimulation of NAcLat terminals resulted in significantly less ntsLight1.1 fluorescence in HFD mice compared with REG mice (Fig. 3k–m and Extended Data Fig. 6g,h), indicating that NTS release is reduced in HFD mice ex vivo. Although ntsLight1.1 provided robust readouts in brain-slice recordings, its sensitivity was limited for reliably detecting signals in vivo. To address this, we developed ntsLight2.0, which exhibited enhanced sensitivity, making it more effective for in vivo applications (Extended Data Fig. 7a–x). We injected ntsLight2.0 into the VTA and Chrimson into the NAcLat, implanting optical fibres above the NAcLat and in the VTA. Four weeks later, we recorded ntsLight2.0 signals in the VTA using fibre photometry in head-fixed mice during optogenetic stimulation of NAcLat cells. Stimulation produced bidirectional ntsLight2.0 transients in the VTA composed of a fast negative peak that occurred during laser stimulation (0–2 s) followed by a slower positive peak (3–5 s). The slower positive, but not the fast negative peak, was blocked by intraperitoneal injection of an NTSR1 antagonist (SR48692, 5 mg kg^−1^; Extended Data Fig. 7q–u), suggesting that laser stimulation produces a brief artefact that is followed by an increase of NTS release. Notably, after mice were on a HFD for 4 weeks, the increase in ntsLight2.0 signals triggered by NAcLat stimulation was significantly reduced only in the 3–5 s interval (Fig. 3n–p and Extended Data Fig. 7y–ab). Together, these experiments suggest that HFD reduces NTS expression and release in the NAcLat→VTA pathway.

## NTS is necessary for hedonic feeding

To test whether optogenetic stimulation of NTS-expressing NAcLat neurons is sufficient for inducing hedonic feeding behaviour, we expressed Cre-dependent ChR2 in NAcLat neurons of NTS-Cre mice and implanted an optical fibre above the VTA of mice kept on a regular diet. Optogenetic stimulation of NAcLat terminals in the VTA in an acute feeding assay (same as in Fig. 2) increased hedonic feeding without affecting general locomotor activity (Extended Data Fig. 8a–f).

Next, we sought to determine whether NTS expression in the NAcLat is necessary for inducing hedonic feeding behaviour. We performed a conditional knockout of NTS in NAcLat neurons by injecting AAV-hSyn-Cre into the NAcLat of *Nts*^*flox*^ mice kept on a regular diet. These mice were also injected with AAV-hSyn-ChR2 into the NAcLat, and an optical fibre was implanted above the VTA. Control mice were treated identically but did not receive AAV-hSyn-Cre injection (Fig. 4a). In situ hybridization experiments, performed in a separate cohort of mice, confirmed a significant reduction of NTS expression in the NAcLat of *Nts*-knockout mice compared with control mice (Fig. 4b,c). We then optogenetically stimulated NAcLat terminals in the VTA in the acute feeding assay. As expected, control mice showed increased jelly consumption. However, in *Nts*-knockout mice, optogenetic stimulation of the NAcLat→VTA pathway did not increase hedonic feeding, indicating that NTS expression in the NAcLat is necessary for this behaviour (Fig. 4d,e and Extended Data Fig. 8g).

**Fig. 4:**
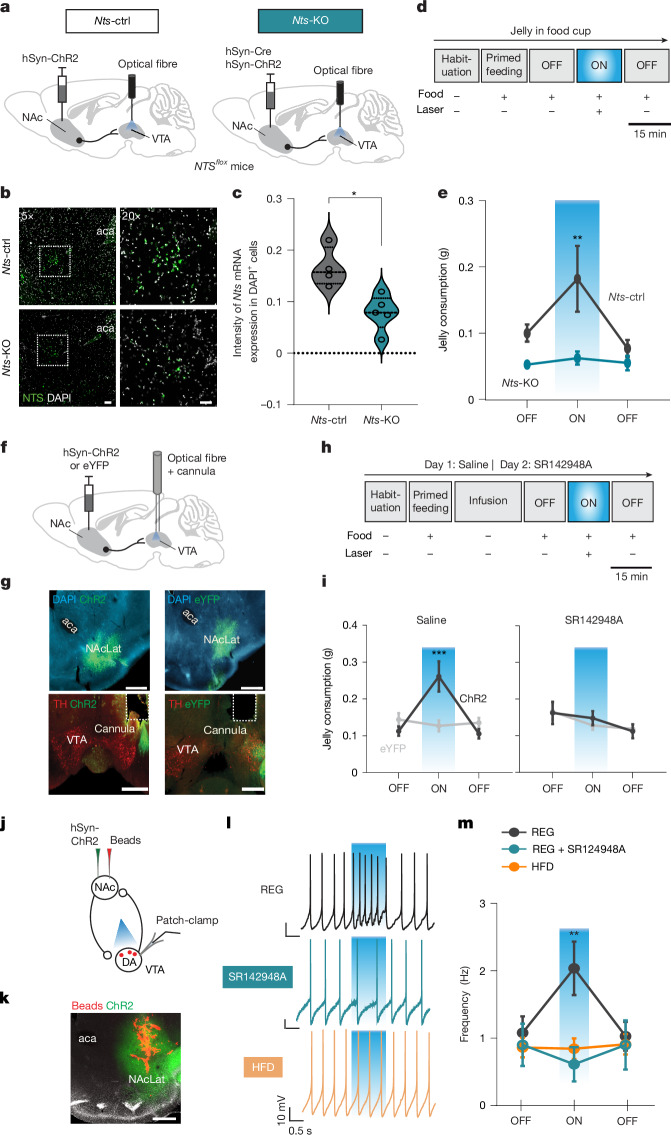
NAcLat→VTA NTS is necessary for hedonic feeding and dopamine cell excitation. **a**, AAV-hSyn-ChR2 was injected alone (*Nts*-ctrl) or with AAV-hSyn-Cre (*Nts*-KO) into NAcLat of *Nts*^*flox*^ mice, with an optical fibre above VTA in REG mice. **b**, Fluorescent in situ hybridization images in NAcLat of *Nts*-ctrl and *Nts*-KO mice. Outlined regions are magnified on the left. aca, anterior commissure. Scale bars: 200 µm (5×), 50 µm (20×). **c**, *Nts* expression is significantly reduced in *Nts*-KO mice compared with *Nts*-ctrl mice (*P = 0.0159, 2-sided Mann–Whitney test; *Nts*-ctrl: *n* = 4 mice, *Nts*-KO: *n* = 5 mice). **d**, Timeline of acute feeding assay. **e**, NAcLat→VTA opto-stimulation significantly increases jelly consumption in *Nts*-ctrl mice compared with *Nts*-KO mice (**P = 0.0041, 2-way repeated measures ANOVA with Holm–Šídák test; *Nts*-ctrl: *n* = 10 mice, *Nts*-KO: *n* = 8 mice). **f**, Opto-pharmacology experiment in REG mice. **g**, Fluorescence images showing ChR2 or eYFP expression in the NAcLat (top) and VTA (bottom). Scale bars, 500 µm. **h**, On day 1, jelly was presented over 4 trials, with saline infused into VTA before the first OFF trial. On day 2, SR142948A (6 mM, 500 nl) was infused instead. Laser stimulation (20 Hz, 5 ms) during ON trial. **i**, Jelly consumption by ChR2 and eYFP mice following saline (left) or SR142948A (right) infusion (***P < 0.001, 2-way repeated measures ANOVA with Holm–Šídák multiple comparisons test; ChR2: *n* = 11 mice, eYFP: *n* = 15 mice). **j**, Whole-cell patch-clamp recordings of NAcLat-projecting VTA dopamine neurons (DA) during stimulation of NAcLat terminals in VTA. **k**, Fluorescent retrobeads and ChR2 expression in NAcLat. Scale bar, 500 µm. **l**, Firing in dopamine neurons from a REG mouse recorded in artificial cerebrospinal fluid (ACSF; top) or ACSF containing SR142948A (1 µM, middle) or from a HFD mouse recorded in ACSF (bottom). Blue shaded area indicates light stimulation (1 s, 20 Hz 5 ms pulses). **m**, Firing rates of dopamine neurons under conditions in **l** (**P = 0.002, 2-way repeated measures ANOVA with Holm–Šídák test; REG: *n* = 26 cells, *n* = 12 mice; REG + SR142948A: *n* = 12 cells, *n* = 3 mice; HFD: *n* = 21 cells, *n* = 5 mice). Data are mean ± s.e.m. Source Data

Finally, to test whether NTS receptor activation in the VTA is necessary for hedonic feeding behaviour, we implanted an infusion cannula with an optical fibre above the VTA of mice expressing ChR2 or eYFP in the NAcLat (Fig. 4f,g and Extended Data Fig. 8i,j). We then assessed jelly consumption in the acute feeding assay with the addition of infusions of an NTS receptor antagonist (SR142948A, 6 mM) or saline into the VTA before optogenetic stimulation of the NAcLat→VTA pathway (Fig. 4h). As expected, we found that following saline infusion, optogenetic stimulation of NAcLat→VTA increased jelly consumption in ChR2-expressing but not eYFP-expressing mice. By contrast, intra-VTA infusion of SR142948A prevented the increase in jelly consumption in response to NAcLat→VTA stimulation (Fig. 4i and Extended Data Fig. 8h), suggesting that functional NTS receptors are necessary for optogenetic-induced hedonic feeding behaviour.

## HFD reduces excitation of dopamine neurons

Previous studies have shown that NAcLat neurons synapse onto local VTA GABAergic neurons and potentially disinhibit dopamine neurons to promote reward-related behaviours^26^. However, in addition to disinhibition, VTA dopamine neurons may also be directly excited through NTS binding to NTSR1 following its release from NAcLat terminals, as demonstrated for NTS inputs from the lateral hypothalamus to VTA^30,31^—a circuit that is known to have a critical role in the regulation of feeding behaviour and obesity^32,33^. To test this possibility, we performed brain-slice patch-clamp recordings of NAcLat-projecting dopamine neurons and optogenetically stimulated ChR2-expressing NAcLat terminals in the VTA (Fig. 4j,k). Consistent with previous studies^26^, we found that the firing rate of these cells increased during light stimulation. However, when VTA slices were bathed in solution containing an NTS receptor antagonist (SR142948A, 1 µM), the firing rate did not increase, suggesting that excitation of dopamine neurons following stimulation of NAcLat inputs involves binding of NTS to its receptor. Notably, in mice subjected to 4 weeks of HFD, optogenetic-induced excitation of dopamine neurons was already absent in the saline condition (Fig. 4l,m).

## No postsynaptic changes following HFD

It is possible that chronic HFD disrupts NTS signalling in the NAcLat→VTA pathway not only pre-synaptically, but also post-synaptically. However, additional experiments suggest that postsynaptic mechanisms are unlikely. First, bath application of NTS in brain-slice perforated-patch recordings increased firing of VTA dopamine neurons in both REG and HFD mice (Extended Data Fig. 9a–c). Conversely, the firing rate of VTA GABA neurons remained unaffected by NTS application (Extended Data Fig. 9d–f), which is consistent with previous studies suggesting that these cells lack NTSR1^30,34^. Second, we found no significant difference between REG mice and HFD mice in the expression of *Ntsr1* mRNA in VTA dopamine neurons (Extended Data Fig. 9g–i). Third, we found no significant differences in the intrinsic excitability and membrane properties of NAcLat-projecting dopamine neurons (Extended Data Fig. 9j–q). Thus, HFD-induced changes in NTS function are likely to occur pre-synaptically and involve downregulation of NTS expression and release, while NTS receptors remain functional.

## Enhancing NTS restores hedonic feeding

We argued that enhancing NTS release could alleviate the observed changes in hedonic feeding behaviour following chronic HFD and potentially affect other metrics that shape obesity progression such as home cage feeding^8^, weight gain^35^ and mobility^36^. To increase NTS expression in HFD mice, we developed a Cre-dependent virus to overexpress NTS (ssAAV-9/2-shortCAG-dlox-mNts(rev)-dlox-WPRE-SV40p(A) (AAV-NTS-OE)). We injected this virus bilaterally into the NAcLat together with RG-EIAV-Cre into the VTA to drive *Nts* mRNA overexpression only in NAcLat cells that project to the VTA. To assess NTS overexpression, we detected *Nts* mRNA using fluorescent in situ hybridization and observed increased *Nts* expression in the NAcLat of HFD mice injected with AAV-NTS-OE (NTS-OE mice) compared with mice injected with a control virus encoding mCherry (Extended Data Fig. 10a–c). To confirm whether AAV-NTS-OE also increased NTS release in HFD mice, we injected ntsLight1.1 into the VTA and Chrimson into the NAcLat of mice on HFD in combination with AAV-NTS-OE or AAV-mCherry. We observed greater NTS release in HFD mice injected with AAV-NTS-OE compared with those injected with AAV-mCherry in response to optogenetic stimulation of the NAcLat→VTA pathway (Fig. 5a–c and Extended Data Fig. 10d).

**Fig. 5:**
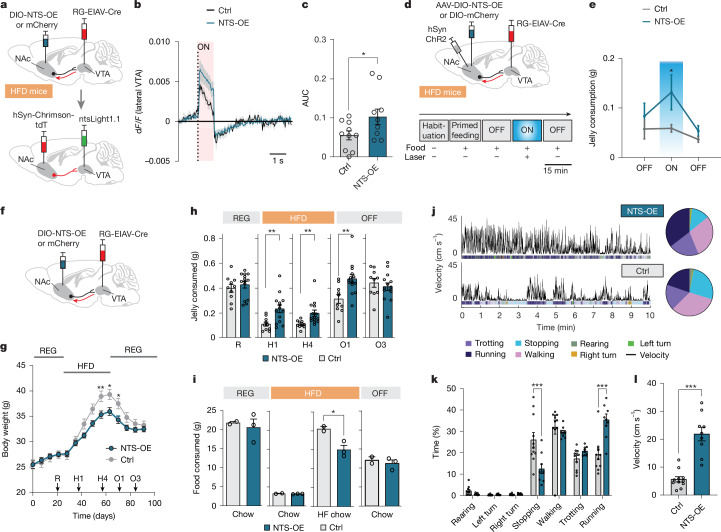
NTS overexpression in NAcLat→VTA mitigates HFD-induced behavioural adaptations. **a**, A retrograde virus (RG-EIAV-Cre) was injected into the VTA, and either Cre-dependent AAV for NTS overexpression (NTS-OE) or mCherry (ctrl) was injected into the NAcLat of HFD mice. AAV-hSyn-Chrimson-tdTomato and AAV9-hSyn-ntsLight1.1 were also injected, and acute VTA slices were prepared six weeks later to record ntsLight1.1. **b**, ntsLight1.1 activity during opto-stimulation of NAcLat inputs in NTS-OE and mCherry mice on HFD. **c**, AUC of ntsLight1.1 activity shows significantly higher NTS release in NTS-OE mice (*P = 0.0397, 2-sided unpaired Student’s *t*-test; REG: *n* = 10 slices from *n* = 2 mice; HFD: *n* = 9 slices from *n* = 2 mice). **d**, Experimental design and timeline. **e**, Jelly consumption for NTS-OE and mCherry HFD mice with opto-stimulation of NAcLat→VTA (*P = 0.0309, 2-way repeated measures ANOVA with Holm–Šídák multiple comparisons test; NTS-OE: *n* = 6 mice, nCherry: *n* = 8 mice). **f**, Experimental design. **g**, Body weight in NTS-OE and mCherry mice on REG, HFD, and when returned to REG. Arrows indicate time points of the assays in **h**–**l**: REG (R), 1 week on HFD (H1), 4 weeks on HFD (H4), 1 week off HFD (O1) and 3 weeks off HFD (O3) (day 56: **P = 0.0079, day 63: *P = 0.0164, day 70: *P = 0.0256, 2-way repeated measures ANOVA with Holm–Šídák multiple comparisons test; NTS-OE: *n* = 14 mice, mCherry: *n* = 10 mice). **h**, Mean jelly consumption during acute feeding assays at different time points shown in **g** (H1: **P = 0.0049, H4: **P = 0.0084, O1: **P = 0.0037, 2-sided unpaired Student’s *t*-test at each timepoint; mCherry: *n* = 10 mice, NTS-OE: *n* = 14 mice). **i**, Weekly home cage consumption of chow and high-fat chow during REG, 4 weeks of HFD and when returned to REG for 3 weeks (OFF) (*P = 0.0397, 2-sided unpaired Student’s *t*-test at each timepoint; NTS-OE: *n* = 3 cages, mCherry: *n* = 2 cages, consumption was normalized to a single mouse). **j**–**l**, Open-field behaviour in HFD NTS-OE and mCherry mice. Behaviour was assessed at timepoint H4. **j**, Velocity (top) and individual motifs as indicated by colour code (bottom) and percentage of time spent in each motif (right). **k**, Time spent in motifs (***P < 0.001, 2-way repeated measures ANOVA with Holm–Šídák multiple comparisons test; mCherry: *n* = 11 mice, NTS-OE: *n* = 9 mice). **l**, Velocity (***P < 0.001, 2-sided unpaired Student’s *t*-test). Data are mean ± s.e.m. (error bars or shading). Source Data

Next, we sought to determine whether NTS overexpression could rescue the HFD-induced loss of hedonic feeding behaviour in response to optogenetic stimulation of the NAcLat→VTA pathway. To do this, we injected AAV-hSyn-ChR2 into the NAcLat and implanted an optical fibre above the VTA in a separate cohort of HFD mice injected with AAV-NTS-OE or AAV-mCherry (Fig. 5d). We found that HFD NTS-OE mice consumed significantly more jelly during the primed-feeding trial compared to HFD AAV-mCherry mice (Extended Data Fig. 10e). Furthermore, optogenetic stimulation of the NAcLat→VTA pathway increased jelly consumption in HFD NTS-OE mice but not in HFD AAV-mCherry mice (Fig. 5e).

To investigate whether NTS overexpression affects other aspects of diet-induced obesity, we subjected additional cohorts of NTS-overexpressing and mCherry control mice to a regular diet for 28 days. During this period, the body weight of NTS-overexpressing and mCherry mice remained similar. However, when switched to an HFD, the control mice rapidly gained weight, whereas NTS-overexpressing mice gained significantly less weight—a difference that normalized when the mice were returned to a regular diet (Fig. 5f,g). The effects of NTS overexpression on weight gain were robust and reproducible, as confirmed in two independent cohorts of mice under varying experimental conditions (baseline body weight, housing scheme and virus expression time) (Extended Data Fig. 10f). Additionally, we assessed jelly consumption in the acute feeding assay at different time points: on a regular diet, during HFD exposure (after 1 and 4 weeks on HFD), and after returning to a regular diet (OFF HFD, after 1 and 3 weeks on REG). NTS-overexpressing mice consumed significantly more jelly than mCherry controls starting from the first week of HFD, with this effect persisting for a week after returning to a regular diet (Fig. 5h). These findings suggest that NTS overexpression may attenuate the reduction in the hedonic value of high-calorie foods typically observed after HFD exposure. To further understand the behavioural changes contributing to reduced weight gain on HFD, we examined weekly consumption of chow and high-fat chow. We found that home cage consumption of high-fat chow was significantly reduced in NTS-overexpressing mice compared with mCherry mice after four weeks on HFD, whereas chow consumption remained unchanged at all time points (Fig. 5i).

We also analysed the body temperature and open-field behaviour of NTS-overexpressing and mCherry mice. Whereas body temperature did not differ between the two groups (Extended Data Fig. 10g), DLC-based behavioural motif analysis revealed that NTS-overexpressing mice spent more time in high-velocity motifs (such as fast walking and running) and exhibited increased locomotor activity (Fig. 5j–l and Extended Data Fig. 10i,j). Additionally, NTS-overexpressing mice spent more time in the centre of the open-field chamber, which may reflect reduced anxiety-related behaviours, as increased anxiety is often associated with diet-induced obesity^37^ (Extended Data Fig. 10k). Together, our results demonstrate that selective overexpression of NTS in the NAcLat→VTA pathway can restore NTS signalling to normalize multiple aspects of diet-induced obesity, including weight gain, hedonic feeding behaviour and locomotor activity.

## Discussion

The increased availability of high-calorie foods has been closely linked to the rising prevalence of obesity^9^, prompting the critical question of how continuous access to calorie-rich foods affects neural circuits involved in feeding and motivation. Here, we demonstrate that chronic HFD consumption alters hedonic feeding behaviours and disrupts signalling in the NAcLat→VTA pathway, specifically involving the neuropeptide NTS, influencing the progression of obesity.

### NTS signalling in hedonic feeding

Our finding that NTS release from NAcLat neurons decreases after chronic HFD provides a circuit-level explanation for the link between dopamine activity and weight gain, altered feeding behaviour and obesity progression^2,19–24^. NTS acts through NTSR1 to enhance VTA dopamine neuron activation and increase dopamine release in the NAc^30,31^, where dopamine is a key regulator of reward learning and motivated behaviour^15,38^. Thus, HFD-induced reductions in NTS release from NAcLat terminals are likely to diminish dopamine excitation, reducing the desire to consume high-calorie foods.

In addition to NTS-induced excitation, dopaminergic cells in the VTA are activated via disinhibition mediated by VTA GABAergic neurons targeted by NAcLat inputs^26^. Our findings align with recent studies on lateral hypothalamus inputs to the VTA^31^, suggesting that NTS-induced excitation and disinhibition are both essential components of the in vivo function of this circuit.

Stimulation of NTS-expressing neurons in the NAcLat→VTA pathway and in other regions, such as the central and extended amygdala, promotes hedonic food and liquid consumption^29,39^. However, in brain regions such as the lateral septum^40^, hypothalamus^41^ and nucleus of the solitary tract^42^, NTS-expressing neurons suppress feeding behaviour. Moreover, direct infusion of NTS into the VTA has been shown to suppress feeding in food-deprived mice^43^. Several factors may explain these contrasting effects of NTS on feeding: (1) different sources of NTS innervation may target distinct subpopulations of VTA neurons, leading to variable behavioural outcomes. For example, NTS from the lateral hypothalamus has anorectic effects^30^. (2) NTS may bind to NTSR2, altering intracellular calcium levels in astrocytes^44^ and indirectly modulating dopamine signalling. (3) The activation of signalling cascades by NTSR1 exhibits variability depending on the specific molecules involved. This diversity in signalling cascades is based on the ability of NTSR1 to interact with distinct G proteins and recruit different intracellular effectors^45^, which could produce varying effects on feeding. (4) Excessive NTS levels could desensitize NTSR1^46^, reversing its typical effects.

While our results highlight the critical role of NTS in hedonic feeding, further work is needed to clarify how NTS release from different sources is integrated in the VTA to modulate feeding behaviours.

### Devaluation of high-calorie foods

We show that chronic HFD exposure leads to substantial alterations in hedonic feeding behaviour. Previous studies have reported reduced consumption of high-calorie liquids and foods in no-effort paradigms^3–7^. This pattern is likely to contribute to broader motivational impairments observed in rodents following chronic HFD, including reduced responses in operant self-administration of hedonic foods^47^, a diminished drive to work for food, impaired learning and reduced conditioned place preference when food reward serves as an unconditioned stimulus^2,48^. Similarly, human studies suggest that obesity and chronic HFD consumption reduce sensitivity to the rewarding effects of palatable foods, as evidenced by blunted activity in reward-related brain regions, such as the striatum and prefrontal cortex^49,50^.

The most parsimonious explanation that would account for this general reduction in hedonic feeding drive across different paradigms is that chronic HFD leads to a devaluation of calorie-rich foods. This explanation has been suggested previously^2–4,51^ and is supported by other cases where the perceived hedonics of food is deliberately altered. Examples include reduced pleasantness after food aversion^52^ or recent consumption (sensory-specific satiety^53^) and increased hedonic value of food during periods of food deprivation^54^, where a single change in reward value alters motivational drive across different paradigms. Nonetheless, it is also conceivable that mice are in a general state of reduced motivation owing to the delay in obtaining the food in these tasks^55^. Nevertheless, this does not explain why mice show reduced sucrose preference and will not consume hedonic foods in behavioural paradigms that require no effort^3–7^. Alternatively, the high-calorie foods offered to the mice during the acute feeding assay might not be perceived as appetitive as their high-fat chow in their home cages^7,47^. However, this does not explain why the changes in hedonic feeding behaviour initially persist when mice are placed back on a regular diet as shown in Fig. 2 and by others^5^.

Although we propose that chronic HFD results in a devaluation of food hedonics, it may be challenging to comprehend why mice will continue to prefer high-fat foods over regular chow in their home cages and reach an unhealthy body weight. One possible explanation is rooted in the dual-system theory, which suggests that action control can be predominantly habitual or goal-directed^56^. Obesity is often associated with reduced behavioural sensitivity to changes in the motivational value of hedonic food rewards, indicating habit-like behavioural control that encourages overconsumption of food^57^. Another explanation is that devaluation of hedonic foods modifies feeding habits and circadian rhythm^58,59^, giving rise to obesogenic feeding patterns. Finally, a reduced drive to consume hedonic food may involve changes in locomotion or reduced exploration behaviour^60^, which may indirectly promote weight gain.

Our results demonstrate that overexpression of NTS mitigates HFD-induced changes in hedonic feeding, anxiety, mobility, and home cage food consumption. While the primary driver of weight gain differences between NTS-OE and control mice remains uncertain, each of these factors has a critical role in obesity progression. Reduced anxiety, in particular, may not only improve food consumption behaviours but also enhance overall mental health, which is highly relevant for treating obesity and its comorbidities^37^.

## Conclusion

In summary, we identify a circuit mechanism through which NTS regulates hedonic feeding and demonstrate how disruptions in NTS signalling contribute to disordered consumption of calorie-rich foods. Given the role of these foods in driving the obesity epidemic, targeting NTS signalling in the NAcLat→VTA pathway may offer a promising strategy to regulate food intake and support healthy weight maintenance without disrupting other essential NTS-mediated functions.

## Methods

### Subjects

The following mouse lines (6–8 weeks old, male and female) were used for experiments: C57BL/6 J mice (Jackson Laboratory, 000664), NTS-Cre (Jackson Laboratory, 017525, strain code: Nts^tm1(cre)Mgmj^), GAD2-Cre (Jackson Laboratory, 010802, strain code: Gad2^tm2(cre)Zjh^/J), Ai14 (Jackson Laboratory, 007914, strain code: B6.Cg-*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^/J), *Nts*^*flox*^ (Jackson Laboratory, 036262, strain code: B6;FVB-Nts^em1Evdr^/J). Mice were housed on a 12 h:12 h light cycle (lights on at 07:00) and a room temperature of 22–25 °C and 55% humidity. All procedures complied with the animal care standards set forth by the National Institutes of Health and were approved by University of California Berkeley’s Administrative Panel on Laboratory Animal Care.

### Diet protocols

Mice subjected to a regular diet (REG) had ad libitum access to standard chow (5053 PicoLab Rodent Diet 20, Lab Diet) in their home cage. Mice subjected to a high-fat diet (HFD) mice had ad libitum access to both standard chow and 60% fat chow (Research Diets D12492) for a minimum of 4 weeks prior to experiments. The body weight of all mice was assessed at least once per week.

### Stereotaxic surgeries

Surgeries were performed under general ketamine–dexmedetomidine anaesthesia using a stereotaxic instrument (Kopf Instruments, Model 1900). For retrograde tracing, mice were injected unilaterally with fluorescent retrobeads (100 nl; LumaFluor) or cholera toxin b subunit (400 nl; Fisher Scientific) into the nucleus accumbens (NAc) lateral shell (NAcLat; bregma: 1.0 mm, lateral: 1.9 mm, ventral: −4.3 mm) or ventral tegmental area (VTA; bregma: −3.3 mm, lateral: 0.4 mm, ventral: −4.5 mm) using a 1 μl Hamilton syringe (Hamilton).

The AAVs used in this study were from the Wilson laboratory (pENN.AAV.hSyn.Cre.WPRE.hGH; ~10¹³ infectious units per ml, prepared by AddGene), the Deisseroth laboratory (AAV5-EF1α–DIO-hChR2(H134R)-eYFP; AAV5-EF1α-DIO-mCherry; AAV5-hSyn-hChR2(H134R)-eYFP; AAV5-Ef1α-DIO-eYFP; AAV5-hSyn-eYFP; ~10^12^ infectious units per ml, prepared by the University of North Carolina Vector Core Facility), from the Boyden laboratory (AAV5-Syn-ChrimsonR-tdTomato; AAV5-CaMKII-ArchT-GFP; ~10^12^ infectious units per ml), from the Tian laboratory; ntsLight1.1: The NTS sensor gene was cloned into a hSyn promoter and WPRE enhancer containing SV40 poly (A) signal sequence. The vector was packaged into an adeno-associated virus serotype 9 (AAV9-ntsLight1.1-WPRE-SV40p(A), physical titre 6.45 × 10^14^ vg ml^−1^, produced by the Viral Core at the University of California Davis); ntsLight2.0: The NTS sensor gene was cloned into a hSyn promoter and WPRE enhancer containing SV40 poly (A) signal sequence. The vector was packaged into an AAV serotype 9 (AAV9-ntsLight2.0-WPRE-SV40p(A), physical titre 2.19 × 10^16^ vg ml^−1^, produced by the Viral Core at the University of California Davis; virus was diluted 5× with saline before injection), from the Földy laboratory (AAV-NTS-OE: the NTS precursor gene was cloned into a short CAG promoter and WPRE enhancer containing SV40 vector with two lox sequences on each side of the gene to make NTS expression Cre-dependent). The vector was packaged into an AAV serotype 9 (ssAAV-9/2-shortCAG-dlox-mNts(rev)-dlox-WPRE-SV40p(A), ~10^13^ infectious units per ml; produced by the Viral Vector Facility of the University of Zurich) and from the Lim laboratory (University of California San Diego, RG-EIAV-Cre).

For AAV injections, 300–500 nl of concentrated AAV solution was injected into the NAcLat (same coordinates as above) or VTA (same coordinates as above) using a syringe pump (Harvard Apparatus) at 150 nl min^−1^. The injection needle was withdrawn 5 min after the end of the infusion. Experiments were performed 6–24 weeks (for AAVs), 7 days (for retrobeads) or 2 days (for CTB–Alexa Fluor 647) after stereotaxic injections.

For in vivo electrophysiology, animals were implanted unilaterally above the NAcLat (bregma: 1.0 mm, lateral: 1.9 mm, ventral: −3.5 mm) with a custom-built driveable optoelectrode (optrode), which consisted of eight tetrodes (12-μm polyimide-coated nickel-chrome wire protected by silica tubing) glued to a 200-μm optical fibre using epoxy. The tetrodes protruded from the tip of the optical fibre by ~0.5 mm. Wire tips were cut flat, and gold plated to reduce impedance to ~200 kΩ at 1 kHz. A small screw fixed to the skull served as a ground electrode. Data collection began <1 week after the optrode implantations.

For in vivo optogenetics, animals received unilateral (for ChR2) implantations of a chronically implanted optical fibre (200 μm, NA = 0.37; Newdoon) dorsal to the VTA (bregma: −3.3 mm, lateral: 0.4 mm, ventral: −3.9 mm) or dorsal to the NAcLat (bregma: 1.0 mm, lateral: 1.9 mm, ventral: −3.6 mm). For ArchT experiments, optical fibres were implanted bilaterally and were angled (10°) above the VTA (bregma: −3.3 mm, lateral: ±1.2 mm, ventral: −4.4 mm). One layer of adhesive cement (C&B Metabond; Parkell) was followed by acrylic cement (Dental cement) to secure the optical fibre to the skull. The incision was closed with a suture and tissue adhesive (Vetbond; 3 M). The animals were kept on a heating pad until they recovered from anaesthesia. Atipamezole was injected intraperitoneally to reverse the sedative effects of dexmedetomidine.

For in vivo opto-pharmacology, animals were chronically implanted with a cannula (PlasticsOne, 33 G 4.6 mm) above the VTA (bregma: −3.3 mm, lateral: 0.4 mm, ventral: −3.9 mm). Opto-infusion experiments were done >1 week after cannula implantations. Injection sites and optical fibre placements were confirmed in all animals by preparing coronal sections (50 or 100 µm) of injection and implantation sites. Although optical fibre placements varied slightly from mouse to mouse, behavioural data from all mice were included in the study.

For in vivo fibre photometry experiments using ntsLight2.0, mice were chronically implanted with an optical fibre (400 μm, NA = 0.37; Newdoon) in the VTA (bregma: −3.3 mm, lateral: 0.4 mm, ventral: −4.5 mm) and above the NAcLat (bregma: 1.0 mm, lateral: 1.9 mm, ventral: −3.6 mm).

### Anatomical nomenclature

#### Nucleus accumbens

The NAc, a key component of the ventral striatum, is traditionally divided into shell and core subregions, which are both anatomically and functionally distinct^61^. In this study and in previous studies^26,62–64^, we describe an additional ventral striatal subregion, termed NAc lateral shell, which is located laterally to the NAc core. We realize that the terminology ‘NAc lateral shell’ may be misleading since it may suggest that the NAc lateral shell is part of the NAc shell, even though these regions are anatomically and functionally different. Nevertheless, we use ‘NAc lateral shell’ (NAcLat) as it refers to an anatomical region that is defined in the *The Mouse Brain in Stereotaxic Coordinates*^65^ (bregma: 1.34 mm to 0.74 mm).

Our findings that optogenetic stimulation of the NAcLat→VTA pathway specifically increases the consumption of hedonic foods without affecting standard chow intake suggest that the role of NAc medial shell inputs to the VTA in hedonic feeding behaviour warrants further investigation. However, optogenetic stimulation of NAc medial shell terminals in the VTA predominantly inhibits dopamine neurons and induces a general state of behavioural suppression, which is not specific to either reward- or aversion-related behaviours^26^. This complexity would make interpreting the effects of optogenetic stimulation on feeding behaviour within the NAc medial shell pathway more challenging.

#### Ventral tegmental area

We defined the lateral VTA as the medio-dorsal and lateral parabrachial pigmented nucleus and the medial lemniscus region adjacent to the substantia nigra. Please note that the definition of medial versus lateral VTA is largely based on the anatomical location of projection-defined VTA dopamine neurons. It is not strictly based only on the medio-lateral axis, but also incorporates the dorso-ventral axis^63^.

### Electrophysiology

#### Ex vivo electrophysiology

Mice were deeply anaesthetized with pentobarbital (200 mg kg^−1^, intraperitoneal injection; Vortech). Coronal brain slices containing the NAcLat or VTA (200 μm) were prepared after intracardial perfusion with ice-cold ACSF containing (in mM) 50 sucrose, 125 NaCl, 25 NaHCO_3_, 2.5 KCl, 1.25 NaH_2_PO_4_, 0.1 CaCl_2_, 6.174 MgCl_2_, 2.96 kynurenic acid (NAcLat slices only) and 2.5 glucose (oxygenated with 95% O_2_/5% CO_2_). After 60–90 min of recovery, slices were transferred to a recording chamber and perfused continuously at 2–4 ml min^−1^ with oxygenated ACSF, containing (in mM) 125 NaCl, 25 NaHCO_3_, 2.5 KCl, 1.25 NaH_2_PO_4_, 2.5 glucose, 22.5 sucrose, 2.058 MgCl_2_ and 2 CaCl_2_ at ~30 °C. Cells were visualized with a 40× water-immersion objective on an upright fluorescent microscope (BX51WI; Olympus) equipped with infrared-differential interference contrast video microscopy and epifluorescence (Olympus). For whole-cell current clamp recordings, patch pipettes (3.8–4.4 MΩ) were pulled from borosilicate glass (G150TF-4; Warner Instruments) and filled with internal solution, which consisted of (in mM) 135 potassium gluconate, 5 KCl, 10 HEPES, 0.1 EGTA, 2 MgCl_2_, 2 MgATP, 0.2 NaGTP, pH 7.35 (290–300 mOsm). For perforated-patch recordings, patch pipettes were first filled with internal solution, as described above, and then back filled with internal solution containing 100 µg ml^−1^ gramicidin. Electrophysiological recordings were made at 32 °C using a MultiClamp700B amplifier and acquired using a Digidata 1440 A digitizer, sampled at 10 kHz, and filtered at 2 kHz. All data acquisition was performed using pCLAMP software (Molecular Devices, version 10.5). Channelrhodopsin-2 was stimulated by flashing 473 nm light through the light path of the microscope using an ultrahigh-powered light-emitting diode (LED) powered by an LED driver (Prizmatix) under computer control. A dual lamp house adapter (Olympus) was used to switch between fluorescence lamp and LED light source. The light intensity of the LED was not changed during the experiments and the whole slice was illuminated (5 mW mm^−2^). Series resistance (15–25 MΩ) and input resistance were monitored online. Data were analysed offline using Clampfit (Molecular Devices, version 10.5). For recordings of spontaneous action potential firing, cells were held in current clamp mode and no current injections were made. Spontaneous firing was recorded for at least 3 s before and 5 s after light stimulation (20 Hz, 3 ms light pulses, 5 mW mm^−2^). For pharmacological experiments, we recorded baseline responses and drugs were bath applied for 5–10 min (1 µM SR142948A (Tocris), 1 µM neurotensin (Sigma Aldrich)). To determine the neurochemical identity of retrobead-labelled neurons (that is, TH-immunopositive or TH-immunonegative), neurons were filled with 0.1% neurobiotin (Vector), which was included in the internal solution, during patch-clamp recordings, then fixed in 4% paraformaldehyde (PFA) and 24 h later immunostained for tyrosine hydroxylase. The dopaminergic phenotype was confirmed in experiments shown in Fig. 4j–m. Neurobiotin was not included in experiments shown in Fig. 3a–f and Extended Data Fig. 9a–f. A more detailed description on the neurochemical identity of retrogradely labelled neurons in the VTA can be found in Lammel et al.^64^.

#### In vivo electrophysiology

Mice with optrode implants were attached to a fibreoptic cable that was connected to a 473 nm DPSS laser diode (Laserglow) through an FC/PC adapter. Laser output was controlled using a Master-8 pulse stimulator (A.M.P.I.). Power output was tested using a digital power meter (Thorlabs) and was checked before and after each experimental animal; output during light stimulation was estimated to be 3–5 mW mm^−2^ at the targeted tissue 200 μm from the fibre tip. Neural signals were recorded using a Digital Lynx 4SX system with an HS-18-MM headstage pre-amplifier (Neuralynx) with a Millmax connector. Recorded signals were filtered between 0.6 and 6 kHz and sampled at 32 kHz. Spikes were sorted offline using SpikeSort3D 2.5.4 (Neuralynx) software. To identify opto-tagged cells, the optrode was advanced ~40 µm per day, and a brief light screening (30 light pulses, 5 ms width at 1 Hz) was performed to detect light-responsive cells. If activity was detected, the mice proceeded to the behavioural assessment. If no activity was found, the optrode was advanced another ~40 µm, and the mice were re-tested for light-induced cell activity the following day. After behavioural assessment, the optrode was moved ~80 µm to minimize the likelihood of recording the same cells on subsequent days, and new opto-tagged cells were screened. Food consumption experiments while recording the neural signals, consisted of 3 behavioural trials (habituation, jelly, chow, 15 min each, order of food counterbalanced, 45 min total), and an opto-tagging trial at the end of the behavioural session where light stimulation was given at 2 Hz for 2 min. At the end of the opto-tagging stage, the optrode was moved ventrally for ~40 μm until active units were detected. The final recording location was verified using histology after the electrolytic lesions (12 μA, 30 s). ChR2-tagged neurons were identified by delivering 473 nm (0.8 mW mm^−2^, 1–5 ms pulses) of light at 2 Hz frequency for 2–3 min. A 2-ms bin with the highest number of spikes in the interval (0, +100 ms) around the laser pulse was identified. To test if the identified strongest response to light was higher than chance, we shuffled all the spike times in the same (0, +100 ms) interval 10,000 times and counted the highest number of spikes in a 2-ms bin for each iteration. If the number of spikes in the 2 ms bin from the real data exceeded the 99.9th percentile value of the distribution of number of spikes in the most active 2-ms bin for the shuffled data, we classified the cell as light-responsive. Response latency was defined as the average response time in the most active 2 ms bin, and only units with response latency <8 ms were classified as opto-tagged. Examples of the opto-tagging procedure in REG and HFD mice are shown in Extended Data Fig. 1i–r.

#### Piezo-based analysis of feeding

For detection of feeding events, a piezo-based sensor was placed under the food cup. Cells were included in the analysis only if piezo sensor activity was detected. To obtain time-locked events, activation of the sensor was transmitted as a TTL signal to the Neuralynx recording system via an Arduino Uno board. Time spent feeding included the sum of events in which the sensor was activated at least twice and lasted until there was an interval larger than 6 s between the sensor activations. Piezo-detected events were confirmed by randomly inspecting 5 frames where the behaviour was determined as feeding in the analysis.

#### Video-based analysis of behavioural motifs

A video-based offline tracking was performed via DeepLabCut^66^. Specifically, DeepLabCut.py (version 2.0.7) was used to track all points of interest. The network was trained using 20 frames from 6 randomly selected videos (containing mice of different diets and food types) for >1,000,000 iterations. Horizontal *xy* coordinates of the nose, head, body centre and the tail base were extracted for each frame. Only DLC coordinates of 85% accuracy and higher were used in the analysis. Deduction of behavioural motifs from the DLC obtained coordinates was done using a custom-made MATLAB code. The video start time was aligned to the Neuralynx recording system using the LED readout of the piezo sensor, and the matching TTL signal that was recorded directly to the Neuralynx data acquisition system via an Arduino Uno board. Deduction of behavioural motifs: feeding/empty motifs were defined as high proximity of the head position with either cup (<5 cm). Rearing was defined by close proximity of the body and head positions (<2 cm). Body and head orientation were determined as vectors from tail to body, and from body to head, respectively. Turning behaviour was defined as turning the head more than 15° from the body centre, which was then counted across a session^67^. The rest of the frames were classified according to velocity. Velocity was calculated by the distance of body position between frames, normalized to the size of the open-field chamber (in cm) and the frame rate (15 frames s^−1^). Velocity-based behavioural motifs were defined for in vivo electrophysiology as <1 stopping, 1–5 walking, 5–10 trotting, and >10 running (units of cm s^−1^). Velocity motifs were not included if the mouse was too close to the food plate (<7 cm from either plate) to avoid confusion with the food/empty plate motifs. Except for turning events, each motif occurrence was included only if it persisted for <7 frames (0.5 s). The behavioural readout and motif selection were visually verified for each experiment by randomly inspecting five frames of each motif to confirm the correct motif selection (Extended Data Fig. 1g,h).

#### Classification of IR and DR response types

Response types during different behavioural motifs or piezo-based feeding events were classified into non-responsive, increased response (IR), and decreased responses (DR) using the following criteria: For each unit, average time series responses were collected around event onset from each motif type. Pre-event unit firing rates (−3 to 0 s before event onset) and event rates (0 to 3 s from event onset) were analysed using the Wilcoxon signed-rank test to determine statistical significance and the direction of change. IR: pre-event rates <event rates and *P* < 0.05; DR: pre-event rates > event rates and *P* < 0.05; otherwise, a unit would be classified as non-responsive. The proportion of the classified units (for both opto-tagged and non-tagged units) was analysed in REG and HFD mice and compared with the Chi-squared test; *P* value was corrected using the Bonferroni correction for multiple comparisons.

NeuralynxMatlabImportExport_v6.0.0 MATLAB package (available at https://neuralynx.fh-co.com/research-software/), custom MATLAB code and GraphPad Prism (versions 9.5.1 and 10.3.1) were used for analysis of in vivo electrophysiology data.

### Behavioural assays

All behavioural tests were performed during the light phase (unless otherwise specified) in a temperature (20–23.5 °C) and humidity (40–60%) controlled room that is illuminated by 8× 32 W fluorescent lights each producing 2,925 lumens. Behavioural equipment was cleaned with 70% ethanol between individual animals.

#### Acute feeding assay

Mice were placed in a chamber (25 cm length × 25 cm width × 25 cm height) with 2 small empty food cups fixed to the floor on opposite corners. Following a 15-min habituation period, one empty cup was replaced with a cup containing a pre-measured amount of a specific food type (that is, standard chow, high-fat chow, chocolate, peanut butter, strawberry jelly, butter, water, or butter with quinine; note on preparation of butter with quinine: 30 g of butter was microwaved for 30 s to melt. 1.4 g of quinine (Q1250), dissolved in 15 ml of distilled deionized water, was thoroughly mixed into the butter. The butter–quinine mixture was then refrigerated until solidified and subsequently brought back to room temperature for use in the behavioural assay) that was weighed while the other cup remained empty. After each 15-min trial, the food cup was weighed again and subtracted from the initial weight to determine the amount of food consumed. Mice received a sample of each food type in their home cage and were habituated to the behavioural chamber on three different days prior to behavioural testing. This procedure was performed to avoid stress, and neophobia to novel foods, a characteristic behaviour in mice^68^.

For in vivo optogenetic activation, mice with optical fibre implants were attached to a fibreoptic cable that was connected to a 473 nm DPSS laser diode. Optogenetic experiments consisted of 5 trials in the following order: habituation, primed-feeding, OFF, ON, OFF (15 min each; 75 min total). During the habitation trial, mice could freely explore the chamber, but no food was present. We placed a new pre-measured food cup containing a specific food type into the chamber at the beginning of each subsequent trial. The primed-feeding trial allowed us to assess the effects of diet on feeding behaviour. Additionally, because feeding behaviour was reduced in the subsequent OFF trial, it allowed us to test the effects of optogenetic stimulation when feeding behaviour was low. During the ON trial, 20 Hz (or 1 Hz, 10 Hz for experiments in Extended Data Fig. 3d), 5 ms blue light was delivered through the fibreoptic cable. There was no optogenetic stimulation during the habituation, primed-feeding and OFF trials. In experiments shown in Extended Data Figs. 3e,f and 4c,d, mice were food-deprived (FD; that is, all home cage food was removed) 24 h before the start of the experiment. Food consumption during the primed-feeding trial under FD condition was compared to baseline levels of primed-feeding measured in the same, but not FD, mice (that is, baseline measurements were performed the day before initiation of FD and consisted of habituation and primed-feeding trials (15 min each)).

For in vivo opto-pharmacology (Fig. 4f–i), mice were placed in an open-field chamber and a custom-made optical fibre was inserted into the cannula for light stimulation. Same experimental design as above, except that between trial 1 and trial 2 (that is, laser OFF and ON trials), mice were placed into a separate box where they were infused with either saline or 6 mM SR142948A (500 nl via infusion pump at a rate of 300 nl min^−1^). There was an additional 10 min waiting period after infusion before animals were placed back into the chamber to conduct the remaining trials.

For in vivo optogenetic inhibition (Extended Data Fig. 3o–t), mice with bilateral optical fibre implants were attached to a fibreoptic cable connected to a 593 nm DPSS laser diode. The experiment was conducted over three consecutive days. On each day, mice were placed in a behavioural chamber for habituation (15 min, no food present), and jelly feeding (15 min). On day 2, constant laser light (10 mW) was delivered through the fibreoptic cable when jelly was present. Jelly consumption was measured for each day.

#### Home cage feeding

Mice in home cage feeding experiments received a pre-measured amount of standard chow and 60% fat chow that was measured weekly for each cage. Food consumption was normalized to the number of mice in each cage.

#### Open-field test

Mice were placed in a custom open-field chamber (50 cm length × 50 cm width × 50 cm height) and their movement was recorded and analysed for 10 min using video-tracking. MouseActivity5.m (https://github.com/HanLab-OSU/MouseActivity/blob/master/MouseActivity5.m) was used to analyse open-field behaviour. To assess anxiety-related behaviour, we determined the time the animals spent in the centre of the chamber (33 cm length × 33 cm width)^69^. For analysis of behavioural motifs using DeepLabCut (version 2.0.7), we used a similar approach as described in ‘Video-based analysis of behavioural motifs’ to identify rearing, turning, and different velocity modalities. The behavioural readout and motif selection were visually verified for each experiment by randomly inspecting five frames of each motif (Extended Data Fig. 10h).

#### Real-time place preference

Mice with optogenetic implants were connected to a fibreoptic cable and placed in a custom-made three-compartment chamber. For optogenetic stimulation, the cable was connected to a 473 nm DPSS laser diode (Laserglow) through an FC/PC adapter, and laser output was controlled using a Master-8 pulse stimulator (A.M.P.I.). Power output was tested using a digital power meter (Thorlabs) and was checked before and after each experimental animal; output during light stimulation was estimated to be 3–5 mW mm^−2^ at the targeted tissue 200 μm from the fibre tip. One side of the chamber was designated as the initial stimulation side (phase 1) and after 10 min the stimulation side was switched to the other previously non-stimulated side of the chamber (phase 2). The middle of the chamber was a neutral area that was never paired with stimulation. At the start of each session, the mouse was placed in the middle of the chamber, and every time the mouse crossed to the stimulation side, constant laser stimulation (473 nm, 20 Hz, 5 ms pulses) was delivered until the mouse exited the stimulation area. There was no interruption between Phase 1 and Phase 2. The first stimulation side was counterbalanced across mice. The movement of the mice was recorded via a video-tracking system (Biobserve, version 3.0.1.442) and the time the mice spent in each area (stimulated, non-stimulated, neutral) was calculated.

#### Body temperature measurements

To measure body temperature, mice were manually restrained to minimize stress during measurement, and a rectal thermometer was inserted into the rectum to a depth of about 1 cm.

#### Nutritional values for different food types (all values per 1 g)

Jelly (Smucker’s Strawberry Jelly; calories: 2.5 kcal, total fat: 0 g, saturated fat: 0 g, *trans* fat: 0 g, cholesterol: 0 g, sodium: 0 g, total carbohydrate: 0.65 g, dietary fibre: 0 g, total sugars: 0.6 g, protein: 0 g), butter (Trader Joe’s Unsalted Butter; calories: 7.14 kcal, total fat: 0.79 g, saturated fat: 0.5 g, *trans* fat: 0 g, cholesterol: 0 g, sodium: 0 g, total carbohydrate: 0 g, dietary fibre: 0 g, total sugars: 0 g, protein: 0 g), peanut butter (Skippy; calories: 6.39 kcal, total fat: 0.5 g, saturated fat: 0.11 g, *trans* fat: 0 g, cholesterol: 0 g, sodium: 0 g, total carbohydrate: 0.25 g, dietary fibre: 0.06 g, total sugars: 0.11 g, protein: 0.22 g), chocolate (Hershey Kisses; calories: 4.88 kcal, total fat: 0.29 g, saturated fat: 0.9 g, *trans* fat: 0 g, cholesterol: 0 g, sodium: 0 g, total carbohydrate: 0.61 g, dietary fibre: 0.02 g, total sugars: 0.56 g, protein: 0.07 g), regular chow (PicoLab Rodent Diet 20; calories: 3.02 kcal, total fat: 0.05 g, saturated fat: 0.01 g, *trans* fat: 0 g, cholesterol: 0.14 g, sodium: 0 g, total carbohydrate: 0.54 g, dietary fibre: 0.04 g, total sugars: 0.03 g, protein: 0.21 g), high-fat chow (Research Diets D12492; calories: 5.24 kcal, total fat: 0.35 g, saturated fat: 0.18 g, *trans* fat: 0 g, cholesterol: 0 g, sodium: 0 g, total carbohydrate: 0.26 g, dietary fibre: 0.06 g, total sugars: 0.25 g, protein: 0.26 g).

### Development of ntsLight1.1 and ntsLight2.0

All constructs were designed using circular polymerase extension cloning and restriction cloning. BamHI and HindIII sites were introduced via PCR for final subcloning onto pAAV-hSynapsin1 vector (Addgene). To enhance coupling between conformational changes and chromophore fluorescence, we used a cpGFP module from GCaMP6s for insertion into the human NTS1R. For screening linker variants, we generated linker libraries by first designing primers with 22 C saturated mutagenesis^70^ for one amino acid on each side of the linker (LSS-XI-cpGFP-XH-DQL). To screen ntsLight2.0 from ntsLight1.0, based on common activation pathway of class A GPCRs^71^, we generated libraries at region 5.61 and 6.33 for screening. Cloned constructs were amplified and purified with the Qiagen PCR purification kit before NEB 5α Competent *Escherichia coli* transformation. Competent cells were plated onto kanamycin-containing agar plate. After 24 h of growth at 37 °C, single colonies were picked into 96-well plates and grown overnight. Plasmids were purified using Wizard MagneSil Plasmid Purification System (Promega, A1630) with Opentrons OT-2 liquid handler. Top variants were sequenced by Genewiz. ntsLight1.1 was discovered after linker screening (LSS-XI-cpGFP-XH-DQL) and resulted in WI-EH. ntsLight2.0 screening resulted in I259M and G301T. To make AAV plasmids, NEB stable competent cells were transformed with pAAV plasmids. After overnight growth on an ampicillin-containing agar plate at 30 °C, a single colony was selected and sequenced. The colony with the correct sequencing result was then expanded at 30 °C in 100 ml of growth medium (2×YT), purified with a Qiagen Endo-free plasmid Maxi Kit, and sent to the UC Davis Virus Core for virus production.

### ntsLight1.1 measurements in cell culture assays

#### Cell culture preparation

Glass-bottom 96-well plates (P96-1.5H-N, Cellvis) were coated with 0.1 mg ml^−1^ of poly-d-lysine (Sigma, P6407-5MG) overnight. Plates were washed with water and E18 rat hippocampal neurons (BrainBits; https://tissue.transnetyx.com/E18-Rat-Hippocampus_4; not authenticated; not tested for mycoplasma contamination) were plated in neurobasal culture media with Neurobasal Plus Meidum (Gibco, A35829-01-500mL), B27 Plus Supplement (Gibco, A3582801), Glutamax (Gibco, 35050-061) and Gentamicin Reagent (Gibco, 15710-064). Neurons were infected with AAV9-hSyn-ntsLight1.1 (see above) on DIV5 neurons and changed to new media on DIV7. Half media change was performed every two days before imaging on DIV12.

#### Neuronal cell titration

Neuronal cell titration was performed in 96-well plate. Prior to a titration experiment on DIV12 neurons, stock solution of 10 mM neurotensin (Phoenix Pharmaceuticals) in H_2_O were diluted to 333 µM (in HBSS and 0.1 mg ml^−1^ BSA) and distributed in all of the first wells in 96-well plates. The following wells had serial dilution in HBSS for neuronal titration. For imaging with antagonist, stock solutions of 1 mM SR142948A (Millipore Sigma) in H_2_O were diluted to 200 nM in imaging media distributed across an empty 96-well plate (ligand plate) in triplicate. The imaging media consisted of 1× HBSS (Fisher, 14175103) containing HEPES buffer. Neurons grown in a separate 96-well plate (imaging plate) were gently washed 3x with imaging media, and the wells were filled with an appropriate volume of imaging media for the respective experiment. For titration experiments, 50 µl of imaging media was added to each well of the assay plate. Wells were then imaged with ImageXpress MicroConfocal High-Content Imaging system at 40× (NA 0.6) with 4 regions of interest (ROI) taken per well with no overlap of the ROIs (exposure = 300 ms) with MetaXpress software (version V6.6.3.55). Next, 50 µl from the ligand plate was transferred to the imaging plate containing a doubled desired final concentration. After 5 min of incubation, the same sites were re-imaged using the same settings. Titration was done with final concentration ranging from 150 µM to 1 pM, with tenfold serial dilution each time.

#### Ligand specificity test and validation

Neurons were plated and cultured in a 4-chamber glass-bottom dish (35 mm, Cellvis) following the same protocol as described above. Neurons were imaged using 60× oil objective on a Leica Stellaris Confocal. The neurons were imaged in imaging buffer and 10 µl of the following ligands were applied directly to each chamber: NTS (10 µM, Phoenix Pharmaceuticals), GABA (100 µM, Tocris), dopamine (100 µM, Sigma), acetylcholine (Sigma, 100 µM), 5-HT (100 µM, Fisher), oxytocin (10 µM, Phoenix Pharmaceuticals), somatostatin (10 µM, Phoenix Pharmaceuticals), neuropeptide Y (10 µM, Phoenix Pharmaceuticals), cholecystokinin (10 µM, Phoenix Pharmaceuticals), dynorphin (10 µM, Phoenix Pharmaceuticals) and neuromedin U-25 (10 µM, Phoenix Pharmaceuticals). We observed a concentration-dependent increase in fluorescence in the presence of NTS that was attenuated by application of an NTS receptor antagonist (SR142948A) (Extended Data Fig. 6a).

#### Image processing and analysis

Once imaging was complete, the images were exported and analysed using a customized MATLAB script (available at: https://github.com/lintianlab). In brief, segmentation was performed on individual images and a mask highlighting the membrane of the neurons was generated. Pixel intensities were obtained from the mask-highlighted area and exported into Excel. The Δ*F*/*F* values for each well were calculated.

### Brain-slice recordings using ntsLight1.1

#### Slice preparation and imaging

Acute coronal midbrain slices were prepared (same procedure as described in ex vivo electrophysiology), transferred to a recording chamber and perfused continuously at 2–4 ml min^−1^ with oxygenated ACSF. Slices were visualized under a custom-built, open source macroscope (https://github.com/Llamero/DIY_Epifluorescence_Macroscope) fitted with high power LEDs and a Teledyne Kinetix sCMOS camera. Custom drawn regions of interest were imaged at a rate of 20 Hz with a 10 ms exposure of 474 nm LED stimulation (5.2 mW mm^−2^) for a total of 20 s. In the middle of the recording, 1 s of 635 nm stimulation (17 mW mm^−2^) consisting of 5 ms pulses at 20 Hz was delivered to the slice between each camera exposure, so that none of the Chrimson stimulation light was recorded. Green light stimulation experiments were performed similarly to the red-light stimulation, with 1 s of 554 nm stimulation (8 mW mm^−2^) consisting of 5 ms pulses at 20 Hz. For pulse-width modulation experiments, red-light stimulation was delivered at 20 Hz with varying pulse widths. To determine d*F*/*F* in the lateral VTA, the fluorescence from an ROI drawn away from sensor and Chrimson-expressing regions was divided from the fluorescence in lateral VTA. Because photobleaching curves were not identical between different regions of the tissue, an additional baseline subtraction was performed. A window of d*F*/*F* signal around Chrimson stimulation time was removed, the remaining d*F*/*F* data was smoothed, and an estimated polynomial fit trendline was drawn through the smooth data and across the removed stimulation time window. This trendline was subtracted from the complete d*F*/*F* signal. AUC was calculated as an approximate trapezoidal integral during stimulation time.

#### Ex vivo validation

To examine NAcLat→VTA specific NTS release, mice were injected with ntsLight1.1 into the VTA and AAV-hSyn-ChrimsonR-tdTomato (Chrimson) into the NAcLat; a separate group of mice was infused with only ntsLight1.1 into the VTA (sensor only). Six weeks later, we recorded ntsLight1.1 fluorescence from VTA brain slices during light stimulation. Red-light stimulation increased ntsLight1.1 fluorescence in VTA slices of Chrimson mice, but not in ‘sensor only’ mice (Extended Data Fig. 6b–d). Additional optical control experiments revealed that the increase in ntsLight1.1 fluorescence reaches a maximum at 10 ms red-light pulse widths suggesting ntsLight fluorescence reflects dynamics of NTS release rather than total light delivered to tissue. Delivering blue-light or red-light stimulation in isolation was insufficient to increase ntsLight1.1 fluorescence (Extended Data Fig. 6e,f).

### ntsLight2.0 measurements in cell culture assays

#### Cell culture preparation

HEK 293 T cells (ATCC, CRL-3126; not authenticated; not tested for mycoplasma contamination) were plated and concurrently transfected with pCMV-ntsLight2.0 using Lipofectamine 2000 (Invitrogen, 2980874) according to the manufacture’s protocol. 24 h after transfection, cells were lifted using trypLE Express (Thermo Fisher, 12604021), pelleted (200 g for 2 min) and resuspended in 1 ml culture media containing DMEM (Gibco, 11995-065), fetal bovine serum (Gibco, 26140079) and Pen-Strep (Gibco, 15140148). Cells were then plated onto 4-chamber glass-bottom dishes and imaged the next day.

#### Spectral measurements

For spectral analysis to determine the optimal excitation wavelength for ntsLight2.0, we used the Leica Stellaris 8 confocal microscope to perform both excitation and emission spectrum measurement. After washing each plate with HBSS (Sigma Aldrich, H8264-500ML), 90 µl of imaging media with 1× HBSS (Fisher, 14175103) and 10 mM HEPES buffer was added to the centre of each quadrant. For emission spectrum measurement, we used λ-scan mode (xyλ) by exciting at 470 nm and imaged with a range of emission wavelength from 480–610 nm with 10 nm step size and 10 frame accumulation. For excitation spectrum measurement, we used excitation lambda scan mode (xyΛ) by exciting with white light laser in a range of wavelength from 440–540 nm with step size at 10 nm. The detection range of the detector precedes the excitation wavelength during the lambda scan emission wavelength. For emission and excitation spectrum with neurotensin, 10 µl of 20 µM NTS was added prior to imaging. Analysis was done using custom code to calculate change in fluorescence (Δ*F*/*F*) with before (apo) and after (+NTS) ligand addition. Fluorescence changes were then normalized to the maximum fluorescence in each group (Extended Data Fig. 7b).

#### Primary hippocampal neuron with antagonist imaging experiment

Glass-bottom 96-well plates (Cellvis) were coated with 0.1 mg ml^−1^ of poly-d-lysine (Sigma, P6407-5MG) overnight. Plates were washed with UltraPure Distilled Water (Invitrogen, 10977015) and air dried. E18 rat primary hippocampal neurons (BrainBits, https://tissue.transnetyx.com/E18-Rat-Hippocampus_4; not authenticated; not tested for mycoplasma contamination) were dissociated and plated with 38 thousand cells per well in FBS-based neuronal medium containing Neurobasal Plus Medium (Gibco, A35829-01), FBS, GlutaMAX (Gibco, 35050-061) and B27 Plus (Gibco, A3582801). On the next day, medium was removed and replaced with FBS-free neuronal media. On DIV4, half of the neuronal media was changed with new media containing virus AAV9-hSyn-ntsLight2 and removed three days later. Neuronal cultures were imaged on DIV12. Immediately before an imaging experiment, stock peptide solution was prepared in a 96-well treatment plate and serial dilutions (from 300 µM to 3 pM final in HBSS) were prepared across each row. 1 nM and 100 nM final concentration of SR 142948 A (Sigma, SML0015) were then added to the treatment plate. Before adding drug treatment, the 96-well assay plate were washed with HBSS three times and 50 µl imaging medium (vehicle) was added to each well. Baseline imaging was done using ImageXpress Micro Confocal High-Content Imaging System with MetaXpress software (version V6.6.3.55) using a 20× objective and capturing four regions of interest per well. Next, 50 µl of ligand per well from the treatment plate was transferred to the assay plate. After 10 min incubation, the same sites were re-imaged using the same settings. For titration controls without antagonist, only neurotensin from 300 µM to 3 pM dissolved in HBSS were used. Blank controls with vehicle were present in every condition. The images were exported and analysed using a custom MATLAB script (available at https://github.com/lintianlab) to determine changes in fluorescence (ΔF/F). Segmentation was performed on individual images and a mask highlighting the membrane of the HEK293T cells was generated. Pixel intensities were obtained from the mask-highlighted area and the Δ*F*/*F* values for each well were calculated and exported (Extended Data Fig. 7c).

### Fibre photometry recordings using ntsLight2.0

#### Signal recording and processing

ntsLight2.0 transients were measured using a custom-built fibre photometry (FIP) system^63^. In brief, fluorescent signals were obtained by stimulating cells expressing ntsLight2.0 with a 470 nm LED (60 μW at fibre tip). 470 nm LED light signals were released at 20 Hz and light emission was recorded using a sCMOS camera that acquired video frames containing the fibre (5 mm in length, NA 0.48, 400 μm core, Doric Lenses). A TTL signal generated by an Arduino Uno board was used to synchronize the camera and the FIP signal. Video frames were analysed online, and fluorescent signals were acquired using a custom acquisition code (available at https://github.com/handejong/Fipster) and later analysed in GraphPad Prism (version 10.3.1).

#### Opto-photometry experiments

ntsLight2.0 signals in the VTA were recorded during optogenetic stimulation of NAcLat cells. Specifically, mice were placed in a head-fixed apparatus and connected to fibreoptic patch cords. A 640 nm collimated diode laser was controlled by an Arduino Uno, and laser stimulation times were recorded in the FIP acquisition system with a TTL signal. Each session had 30 trials, 60-s duration, composed of a short laser pulse followed by a delay period. For analysis, we generated peri-event plots of the *z*-scored data around the laser stimulation onset and analysed the timeframe of −10 to +30 s around the laser stimulation onset across all trials. We then quantified AUC at specific time points: baseline (−3 to −1 s), during laser stimulation (0 to 2 s) and post-laser stimulation (3 to 5 s).

#### In vivo validation

NAcLat laser stimulation produced bidirectional ntsLight2.0 transients in the VTA composed of a fast negative peak that occurred during laser stimulation (0 to 2 s) followed by a slower positive peak (3 to 5 s). We performed several experiments to test which component of the signal reflects a change in NTS release: First, we compared the observed response in mice expressing both Chrimson and ntsLight2.0 (sensor) to mice that lack one of these components (that is, sensor only, Chrimson only). The positive peak observed in the post-laser stimulation period was increased only when both sensor and Chrimson were expressed (Extended Data Fig. 7d–h). Second, we tested the sensitivity of the signal to varying stimulation patterns. When testing different stimulation durations (1, 3 or 5 s, 10 mW intensity, 20 Hz) we observed that the post-laser stimulation signal had the strongest increase during the 3-s stimulation duration and a moderate change with 1- or 5-s durations (Extended Data Fig. 7i–l). Increasing the stimulation intensities (0.5, 5 or 10 mW intensity for 3 s, 20 Hz) produced a proportional increase in sensor signal (Extended Data Fig. 7m–p). Third, we analysed the sensor signal in response to laser stimulation (3 s, 10 mW, 20 Hz) following intraperitoneal injection of an NTSR1 antagonist (SR48692, Sigma Aldrich, 5 mg kg^−1^) or an equal amount of DMSO, which were injected 10 min before recording onset. We found that the slower positive, but not the fast negative peak, was blocked by the NTSR1 antagonist (Extended Data Fig. 7d–u), suggesting that laser stimulation produces a brief artefact that is followed by an increase of NTS release. While the nature of the artefact is currently unclear, it is also observed in recordings of other neuropeptide sensors, such as recently developed opioid sensors^72^, and adenosine sensor (GRAB_Ado_)^73^. Future experiments are required to test if recruitment of additional neurochemical signalling processes during stimulation may suppress NTS release. Lastly, to test the sensitivity of the sensor to NTS, we continuously recorded the sensor for 20 min, and then the mice were injected with an NTSR1 agonist (PD149163, Sigma Aldrich, 0.3 mg kg^−1^, intraperitoneal injection). A TTL signal was delivered to the FIP acquisition system from a button pressed on an Arduino Uno board and the signal was recorded for an additional 50 min. The signal was aligned to injection timepoint, detrended and Z-scored averaged using a custom MATLAB code. AUC was analysed during the baseline period (−500 to 0 s before injection) and post injection (1500 to 2000 s). We observed a significant increase in sensor signal in response PD149163 but not saline injection (Extended Data Fig. 7v–x).

### Single-cell patch RNA sequencing

#### Sample collection

The procedure was described previously^74^. To minimize interference with subsequent molecular experiments, only a small amount of intracellular solution (∼1 μl; not autoclaved or treated with RNase inhibitor) was used in the glass pipette during electrophysiological recordings. Before and during recording, all surface areas—including manipulators, microscope knobs and computer keyboard—that the experimenter needed to contact during the experiment were cleaned with RNaseZAP solution (Sigma). After whole-cell patch-clamp recordings, the cell’s cytosol was aspirated via the glass pipette used during the recording. Although the aspirated cytosol may have contained genomic DNA, our choice of cDNA preparation, which involved poly-A based mRNA selection, virtually eliminated the possibility of genomic contamination in the RNA-sequencing data. Cell collection microtubes were stored on ice until they were used. For sample collection, we quickly removed the pipette holder from the amplifier headstage and used positive pressure to expel samples into microtubes containing 1 µl cell collection buffer (1× Lysis Buffer and RNase inhibitor from Takara’s SMART-seq kits) while gently breaking the glass pipette tip. The sample was spun briefly, snap-frozen on dry ice and stored at −80 °C until further processing.

#### cDNA library preparation

As described previously^74^. Single-cell mRNA was processed using Takara’s SMART-Seq v4 and SMART-Seq Single Cell kit according to the manufacturer’s protocol. In brief, the samples were reverse transcribed to cDNA and subsequently amplified. The samples were purified with AMPure XP beads (Beckman Coulter), and the quality and quantity were analysed on a Fragment Analyzer (Advanced Analytical). Library preparation was performed using Nextera XT DNA Sample Preparation Kit (Illumina) as described in the protocol. In short, cDNA samples were fragmented and amplified using index adapters. The samples were then purified using AMPure XP beads and quality and quantity was assessed with the Fragment Analyzer (Advanced Analytical). Following library preparation, cells were pooled and sequenced using Illumina Novaseq 6000 with 150 bp paired-end reads.

#### Bioinformatics

After sequencing, raw reads were de-multiplexed using Illumina bc12fastq (version 2.20), and pseudo-aligned to the Ensembl GRCm38.95 reference transcriptome and normalized using kallisto (version 0.45.1). All data analysis was performed using Python (version 3.6.7) and R (version 3.5.1). For quality control, we calculated the median absolute deviation of each cell for the reads and the gene counts. Cells with less reads or gene counts than three times the median absolute deviation from the median were excluded. Differential gene expression analysis was performed using edgeR (version 3.24.3). Only genes that were expressed in at least 5 cells with a CPM value above 15 and the average CPM value has to be higher than 4 to be considered for differential gene expression analysis.

#### Identification of gene families

The Gene Ontology (GO) terms for identification of specific gene families was obtained from QuickGO platform (https://www.ebi.ac.uk/QuickGO/).

Synaptic molecules gene family: GO:0005179 hormone activity, GO:0032098 regulation of appetite, GO:0007218 neuropeptide signalling pathway, GO:0007269 neurotransmitter secretion and GO:0007268 chemical synaptic transmission.

Feeding gene family: GO:0007631 regulation of feeding behaviour and GO:0007631 feeding behaviour.

Synaptic gene family: GO:0043083 synaptic cleft, GO:0097060 synaptic membrane and GO:0099536 synaptic signalling.

Ion channels gene family: GO:0006816 calcium ion transport, GO:0006817 phosphate ion transport, GO:0006814 sodium ion transport, GO:0006811 monoatomic ion transport and GO:0006813 potassium ion transport.

Endoplasmic reticulum gene family: GO:0005783 endoplasmic reticulum.

Vesicle fusion family: GO:0031338 regulation of vesicle fusion, GO:0006906 vesicle fusion and GO:0098992 neuronal dense core vesicle.

Transcription gene family: GO:0010468 regulation of gene expression, GO:0031564 transcription, GO:0090293 antitermination nitrogen catabolite regulation of transcription, GO:0045990 carbon catabolite regulation of transcription, GO:0000409 regulation of transcription by galactose and GO:0046015 regulation of transcription by glucose.

### Histology and microscopy

#### Immunohistochemistry

Immunohistochemistry was performed as described previously^26,64^. In brief, after intracardial perfusion with 4% PFA in PBS, pH 7.4, the brains were post-fixed overnight and coronal brain sections (50 or 100 μm) were prepared. Sections were stained overnight in a primary antibody solution: rabbit anti-TH (Millipore), chicken anti-GFP (Abcam), rabbit anti-DS Red (Living Colors), all at 1:1,000 dilution. Twenty-four hours later, sections were stained for 2 h in secondary antibody solution (goat anti-rabbit Alexa Fluor 546, (all Thermo Fisher Scientific), goat anti-chicken Alexa Fluor 488 (Abcam), all 1:750). Stained sections were mounted with DAPI-containing mounting medium on microscope slides. Image acquisition was performed with Zeiss LSM710 laser scanning confocal microscope using 20× or 40× objectives or on a Zeiss AxioImager M2 upright widefield fluorescence/differential interference contrast microscope with charge-coupled device camera using 5×, 10× and 20× objectives. Zen Software 2.3 (Zeiss) was used for acquiring confocal and epifluorescence images of brain slices. Images were analysed using ImageJ (NIH, 64-bit Java 1.8.0_172). Sections were labelled relative to bregma using landmarks and neuroanatomical nomenclature as described in *The Mouse Brain in Stereotaxic Coordinates*^65^. All images presented with multiple colours represent a composite of images collected with different excitation wavelengths.

#### Fluorescent in situ hybridization

Fluorescent in situ hybridization experiments were conducted using a commercially available RNAscope Multiplex Fluorescent Reagent Kit V2 (ACD Bio). Brains were extracted and snap-frozen by submerging them into frozen isopentane (−70 to −50 °C). They were stored in an airtight container in an −80 °C freezer. 16 μm coronal NAcLat brain slices were prepared using a cryostat, placed on Superfrost Plus microscope slides (Fisher Scientific) and stored in a −80 °C freezer. On the next day, brain slices were fixed in 4% PFA in PBS (30 min) followed by an ethanol dehydration procedure (20 min). Slices were then bathed in hydrogen peroxide (10 min), followed by protease IV from the RNAscope kit (15 min). Next, probe mixes were made for *Nts* (Mm-Nts-C2), *Ntsr1* (Mm-Ntsr1-C2) or *Th* (Mm-Th). A custom-made probe (Mm-Nts-O1-C2), targeting only axon 4 of NM_024435.2 (*Nts*) was designed to assess NTS expression after conditional knockout of *Nts* in *Nts*^*flox*^ mice (Fig. 4a–e). Probe mixes were applied to the brain slices for hybridization (2 h at 40 °C). After amplification of the signal (using AMP1, AMP2 and AMP3 from the RNAscope kit), channel C1 was developed using green Opal 520 (Akoya Biosciences, USA) and channel C2 was developed using orange Opal 570 (Akoya Biosciences). Finally, nuclei were stained using DAPI (from the RNAscope kit) and brain slices were sealed with ProLong Gold Antifade mountant (Thermo Fisher Scientific) and a glass coverslip. Images were taken using a confocal microscope (LSM710, Carl Zeiss) at 5 different *z* depths (spanning 4.4 μm), and images were flattened by taking the maximum projection across the *z* direction. ROIs were identified using a machine learning-based segmentation algorithm nucleAIzer based on the DAPI channel^75^. The amount of visible mRNA across the DAPI-identified region was used as a proxy for total mRNA in the cell. All identified regions of interest were manually sorted by an investigator who was blind to virus expression, diet, and probe mix. ROIs were removed if they: (1) showed overlap with other regions of interest; or (2) were segmented inadequately by the algorithm. The remaining cells were analysed based on the percentage of DAPI-positive pixels that were also positive for targeted mRNA or based on average fluorescence of targeted mRNA in DAPI-positive cells. To adjust for potential differences in staining and/or image quality, we compared pixels in all regions of interest to background fluorescence levels in each image. To do this, we first established a ‘null distribution’ that quantifies the distribution in pixel intensity values for cells putatively negative for targeted mRNA. Each cell’s distribution of pixel intensities was compared to the null distribution for the targeted mRNA and a correlation coefficient *R* was calculated. If the *R* of a cell’s distribution compared to the null distribution was less than 0.85, then a cell was labelled as positive for the targeted mRNA. For experiments in Extended Data Fig. 5i–m, mice exposed to regular diet (REG), 4-week HFD, or mice switched from a 4-week HFD to a 3-week regular diet were injected with a retrograde tracer (fluorescent retrobeads, red) into the VTA. 10 days later, the brains were extracted, and *Nts* mRNA was assessed in DAPI-positive NAcLat cells labelled with retrobeads.

### Statistics and reproducibility

#### Main effect

Student’s *t*-tests (paired and unpaired), one-way or two-way ANOVA tests, and mixed-effect model analyses (for normally distributed data) and Friedman, Kruskal–Wallis or Mann–Whitney test (for non-normally distributed data) were used to determine statistical differences using GraphPad Prism 9 (version 9.5.1) and 10 (version 10.3.1) (Graphpad Software). Differential gene expression analysis was performed using Python (version 3.6.7), R (version 3.5.1) and edgeR (version 3.24.3). Wilcoxon’s signed-rank test (*α* set to 5%) and MATLAB (version R2024a) were used for the analysis of in vivo electrophysiology data.

#### Multiple comparisons

When a main effect or interaction were reported, Holm–Šídák (for normally distributed data) or Dunn (for non-normally distributed data) post hoc analysis were applied. Spearman correlation coefficient and linear regression were used to measure the strength and direction of the linear relationship between two variables. Statistical significance was denoted by *P < 0.05, **P < 0.01, ***P < 0.001. Data are presented as mean ± s.e.m. for parametric tests, and as median, 25th percentile and 75th percentile for non-parametric tests.

#### Replication

Several experiments were replicated in at least two technical replicates from each of at least two mice and similar results were obtained. For example, establishing the HFD mouse model (Fig. 1a–d), optogenetics (Figs. 2 and 4i) and NTS-OE (Fig. 5f–l and Extended Data Fig. 10e–k). For anatomical experiments, wherever representative examples are shown (Fig. 4g,k and Extended Data Figs. 1a–d, 3a,b,n,q–t, 4a,b, 6h, 7aa,ab, 8e,f,i,j and 9a,d), similar results were obtained in at least two technical replicates from each of at least two mice.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-08748-y.

## Supplementary information

Reporting Summary

Peer Review File

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

## Data Availability

The RNA-sequencing datasets generated during this study are available at the Gene Expression Omnibus under accession GSE287548. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

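Single-cell patch sequencing was analysed for 43 NAcLat→VTA cells, 23 from REG mice and 20 from HFD mice, with 1 library per cell. The cells were labelled by retrograde beads and collected through the patch pipette, and the labels divide them into batch 1 and batch 2. The paper counts 10 REG mice and 11 HFD mice, and the mouse of each cell is not named, so each diet was treated as 1 sample. No test, standard error or number of changed genes was derived from cells.

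The authors demultiplexed the reads, pseudo-aligned them to the mouse transcriptome (GRCm38) with kallisto, summed transcripts to gene symbols and excluded cells far below the median in reads or genes. One deposited table holds estimated counts without normalization, and the other deposited table holds TPM computed by the authors within each cell. Both tables list 35825 genes and are above 0 at the same entries, and 65.5% of the counts above 0 lie within 0.01 of a whole number. The exclusion of cells is already part of the tables. Coordinates were read from an annotation of the same build.

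CPM was computed as the estimated count over the total of a cell, times 1000000. The log2 ratio divides the mean CPM of HFD cells by that of REG cells, without a pseudocount. Where a group had a sum of 0 counts, it was set to 3 counts over the group and the ratio was taken between summed counts over summed totals. Detection means an estimated count above 0, and shares carry exact (Clopper-Pearson) 95% binomial intervals. Summed counts carry exact 95% Poisson intervals. The intervals cover counting error only, not the spread between cells or mice. The median total count over the 43 cells was 1426795. Thinning drew 150000 counts from each cell without replacement, with a fixed seed. The filter for expressed genes was a CPM above 15 in at least 5 cells and a mean CPM above 4.

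Genes to be named were set before the data were examined. They were the genes the paper names for these cells, marker genes of cell types, other neuropeptide precursors, neurotensin receptors, sex-linked genes, activity-regulated genes, and the 5 genes with the largest ratio in each direction among filtered genes whose sign held in both batches and with any 1 cell left out. *Xist*, on that list, is absent from the tables. Marker lists covered GABAergic neurons, glutamatergic neurons, D1 medium spiny neurons, D2 medium spiny neurons, all medium spiny neurons, cholinergic interneurons, astrocytes, microglia and endothelial cells. Another marker list planned for these cells is not reported here. *Lars2*, *Gm19220* and the word comparison of *Lars2* were chosen after the values were seen. So was the share of foreign reads a cell allows, taken over genes above 100 CPM in the summed counts of the other cells as the tenth lowest ratio of the upper Poisson limit of a count to the count that foreign reads alone would give.

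Alternatives set before the data were examined covered TPM in place of CPM, TMM factors from edgeR, size factors from DESeq2, other summaries over cells, coefficients fitted by edgeR over cells with and without batch, each batch alone, thinning, detection limits, other filters and leaving out each cell in turn. Alternatives chosen after the data were seen were totals without *Lars2* and *Gm19220*, edgeR without normalization factors, and a filter on the average log2 CPM. The edgeR fit without factors also used that filter, with totals over the kept genes. Fitted coefficients were read as values only. On counts simulated for the comparison of HFD with REG cells over 10797 genes, the ratio of mean CPM gave medians of −2.87, −1.45, 1.56 and 2.95 for sets of 50 genes changed by −3, −1.5, 1.5 and 3 on the log2 scale, and unchanged genes had an interquartile range of 1.04.

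The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. Electrophysiology, in situ hybridization and sensor recordings were not analysed here. The tables of gene sets in the supplement were held only in part, so overlaps and enrichments were not computed. Relations between measures across cells were not computed, because cells of 1 mouse are not independent.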

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

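The tests of *Pecam1*, the Y-linked genes and *Lars2* were chosen after these results were seen, and the test of microglial markers was set before. The paper does not report on these genes in the cells, and each signal lies above the limit that a count of 0 allows.

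*Lars2* took a median of 26.1% of the counts of a cell and was the most abundant gene in 40 of 43 cells. *Gm19220* was the most abundant gene in the other 3 cells. Misplaced reads of mitochondrial ribosomal RNA were tested by shared words of 31 bases, the word length of kallisto by default. The reference transcripts of *Lars2* share 0 of their 11160 words with *mt-Rnr1* or *mt-Rnr2*, while a control pair, *Zrsr1* and *Commd1*, shares 355, which argues against exact word matches as the source. Sequences outside the reference and the effect of amplification were not tested. The medians of REG and HFD cells were 26.2% and 24.8%, and no biological explanation was tested.

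At least 4 of 7 microglial markers exceeded 15 CPM in 6 cells, of which 2 were REG cells and 4 were HFD cells. Independent detection of each marker would give 1.53 such cells. RNA of microglia taken up with the patched cell is a candidate explanation, since the markers came together in the same cells. Whether diet changes the amount taken up stays open, because mice are not named.

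*Pecam1*, on the list of endothelial markers, had a mean of 553 CPM and was detected in 43 of 43 cells. *Cldn5* was detected in 1 cell, *Cdh5* in 1 cell, *Kdr* in 13 cells and *Flt1* in 27 cells. RNA of endothelial cells would bring these markers along, so the values argue against it as the source in every cell. Reads of a neighbouring or overlapping transcript and expression in the neurons themselves stay open and were not tested.

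The summed CPM of 4 Y-linked genes had a median of 124 over all cells, with 114 in REG cells and 130.4 in HFD cells. Every cell had a count, and the values ran from 0.549 to 358 CPM. Reads carried over from other libraries in proportion to their counts would bring other abundant genes along. To hold their Y-linked counts, the cells would need a median of 84.9% foreign reads, while their other abundant genes allow at most 8.21% in any cell. The need exceeded the allowed share in 43 of 43 cells, which argues against carry-over as the source of the whole pattern. In the lowest cell, from an HFD mouse, the shares were 0.354% and 0.274%, too close to decide for that cell. Carry-over from a single library was not tested. The Y-linked CPM lay above a 10th of its median in 41 cells, and the cells at or below that level were 2 HFD cells and 0 REG cells. The paper lists male and female mice, and the sex of the mouse behind each cell is not named, so a shift in the sexes between diets stays open. Reads shared with X-linked paralogues were not tested.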

How the results depend on the processing

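Totals without *Lars2* and *Gm19220*, edgeR without normalization factors and the filter on the average log2 CPM were chosen after the data were seen, and the other alternatives were set before the data were examined. No paired analysis was possible because the labels pair no cells or mice. Where a value moved, the cause was not tested unless stated.

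The log2 ratio of *Nts* was below 0 in all 16 alternatives other than leaving out single cells, against −1.51 as reported. The counting interval, that of summed counts over summed totals laid around −1.51, ran from −1.54 to −1.48. The ratio was −1.68 in batch 1 and −0.83 in batch 2, and −1.25 as the mean of both. TPM gave −1.37, TMM-scaled totals −1.30, DESeq2 size factors −1.16, totals without *Lars2* and *Gm19220* −1.35, the median over cells −1.14, the difference of mean log2(CPM + 1) −1.66 and cells with *Nts* detected −1.42. The coefficient of edgeR with TMM was −1.30, and −0.95 with batch as a term. Values with each cell left out ran from −1.99, without 1 HFD cell of batch 2, to −1.29, without 1 REG cell. Thinning, summed counts, totals without mitochondrially encoded genes and edgeR without factors stayed within the counting interval. TMM and DESeq2 factors shifted the median ratio of all filtered genes by 0.14 and 0.32, in the same direction as *Nts*. The shift was not common to all genes, since *Rela*, *Inha* and *Cartpt* moved the other way under TMM.

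Detection of *Nts* was 100% for REG cells of batch 2 (exact 95% interval, 69.2% to 100%) and 100% for HFD cells of batch 1 (47.8% to 100%), and these intervals contain the pooled shares of 95.7% and 90%. The percentile of *Nts* was 90.0 on CPM, 98.9 by the mean over cells and 93.1 with values of all listed genes and cells pooled, against 96.9. Without a filter 23541 genes were counted, against 10802. The interquartile range of the ratios was 1.08 on TPM, 1.11 with TMM, 1.41 with summed counts, 0.93 for the difference of mean log2(CPM + 1), 1.64 in batch 1, 1.39 in batch 2 and 0.93 with the filter at 10 cells, against 1.05. Batches hold fewer cells, which widens the range by construction.

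The difference in detection between *Drd1* and *Drd2* was 91.3 points in REG cells, 65 points in HFD cells, 88.9 points in batch 1 and 72 points in batch 2, against 79.1. The difference between GABAergic and glutamatergic markers was 77.5 points at 15 CPM and 66.7 points after thinning, against 49.6. Both kept their direction in the alternatives run. The median total count was 1211193 in batch 1, 1731676 in batch 2, 1427698 in REG cells and 1416982 in HFD cells.

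Of 76 named genes with a ratio, *Nts* aside, 27 passed the filter and an absolute log2 ratio of 1. Of these, 9 were picked for a sign that held in both batches and with any 1 cell left out, so those alternatives say nothing about them. Among the other 18 genes, 12 kept their sign under every alternative run and 6 reversed. With each cell left out, the ratio of *Inhba* ran from −0.029 to 2.98 and that of *Htr2c* from −0.30 to 1.98, and both lowest values came without the same HFD cell, so these ratios rest on that cell. *Npas4* had a difference of mean log2(CPM + 1) of 0.060. Within batch 1 the ratio was −0.49 for *Slc32a1*, −0.98 for *Slc17a7* and −3.24 for *Sst*. The cause of the batch 1 values was not tested, and batch 1 holds 5 HFD cells.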

Differences from the paper's values

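The values compared with the text of the paper were the log2 fold change of *Nts*, its detection in REG cells and in HFD cells, its percentile and the number of genes evaluated, and none of these differed from the value here by the limits set. The paper's numbers of downregulated and upregulated genes were not compared, because no number of changed genes was derived here. The average log2 CPM filter and edgeR without normalization factors were chosen after seeing the values.

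The paper's log2 fold change of *Nts* is −1.52, and the ratio here is −1.51. The counting interval, that of summed counts over summed totals laid around the ratio here, ran from −1.54 to −1.48. Among alternatives set before the data were examined, summed counts, thinning and totals without mitochondrially encoded genes gave values inside it. TPM, TMM, DESeq2 factors, the median, the log scale, either batch alone and the mean of both batches fell outside. So did edgeR with TMM, with or without batch, and cells with *Nts* detected. The coefficient of edgeR without normalization factors was −1.52, a setting chosen after seeing the values. That fit also used the filter on the average log2 CPM and totals over the kept genes, so the factors alone are not singled out. Over the 1147 genes of the paper's table held here, the median absolute difference from the paper's fold change was 0.0101 for the ratio and 0.00066 for that coefficient. The paper's table gives *Nts* a P of 0.041991 and an FDR of 0.86784, and the paper's test took cells as replicates, whereas no test was made here with each diet as 1 sample.

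The paper evaluates more than 8,000 genes, and the filter as worded in Methods kept 10802 genes. Other planned filters kept 10741 genes with TMM-scaled CPM, 10339 with TPM and 7303 with filterByExpr of edgeR, the last below 8,000. A limit on the average log2 CPM, chosen after seeing the values, kept 8409 genes, and the planned filter at 10 cells kept 8402, while the paper's table has 8412. The lowest logCPM among the genes of the paper's table held here is 3.603, below a limit of 4, so neither reading is settled. The paper's percentile of *Nts* is 98 among a larger list of genes, and the value here is 96.9 among 262 genes. The other settings gave 98.9 by the mean over cells, 98.1 in REG cells, 96.2 in HFD cells, 97.1 among all filtered genes, 93.1 with values of genes and cells pooled and 90.0 on CPM.

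In the paper's table, the column labelled FC equals 2 times the log2 fold change within 0.001 in all 1147 genes held here and is negative in 677 of them, which a fold change cannot be. The column was not used.

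The paper states that the GABAergic, glutamatergic and dopamine receptor marker genes did not change on HFD. Ratios of these 8 genes ran from −1.06 for *Slc17a8* to 3.86 for *Drd2*. *Drd2* stayed above 0 in both batches and with any 1 cell left out, between 3.34 and 4.90. It rests on 9 cells with a count, of which 2 are in batch 1. *Drd2* lies below the filter and was not tested here. *Gad2* stayed below 0 in both batches, at −0.61 and −0.65.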

Other observations

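The ratios by batch and with each cell left out were set before the data were examined, and their use against the explanations weighed here was chosen after the *Nts* result was seen. The tests of totals without *Lars2* and *Gm19220* and of the markers of medium spiny neurons were chosen after it too, and the latter was widened to a log scale and split by batch after values were seen.

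Several technical explanations of the lower *Nts* in HFD cells were weighed. Batch 2 holds more HFD cells and has lower *Nts*. The ratio within it was −0.83, however, and stayed below 0 with any 1 cell left out. Since the mix of batches cannot produce a ratio within a batch, it could account for part of the pooled ratio and not all. In size the batch 2 ratio does not stand out, since filtered genes there had 25th and 75th percentiles of −0.85 and 0.54. In batch 1 the ratio of −1.68 lay below the 25th percentile of −0.94. Without *Lars2* and *Gm19220* in the totals the pooled ratio was −1.35, between −1.74 and −1.13 with any 1 cell left out. This argues against a few abundant genes as the whole source. No single cell accounts for the ratio, since the highest value with 1 cell left out was −1.29. A yield lowered for all transcripts alike cancels in mean CPM, so the ratios of markers could not show it. A lower share of medium spiny neuron transcripts in HFD cells would lower the 5 markers of all medium spiny neurons as well. In batch 1 their median ratio was 0.19, the differences of mean log2(CPM + 1) ran from 0.069 to 0.57 against −0.70 for *Nts*, and no marker fell below −0.64 with any 1 cell left out, while the ratio of *Nts* stayed at or below −1.37, which argues against it in that batch. HFD cells of batch 1 also had more genes detected at equal depth. In batch 2 a lower share or a lower yield stays open. The markers there had a median ratio of −0.29, from −0.58 to −0.032, but as differences of mean log2(CPM + 1) they ran from −1.87 to −0.72, with *Nts* at −1.70, and HFD cells had fewer genes detected at equal depth. Differences between mice cannot be weighed, because mice are not named, and an effect of diet stays open as untested in these cells. The paper also reports lower *Nts* on HFD by in situ hybridization in a separate cohort, which was not analysed here.

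Of the genes the paper's table calls at its own thresholds, 263 of 280 genes lower in HFD cells were below 0 here in both batches, and 140 of 183 genes higher in HFD cells were above 0 in both. In batch 1 alone, 143 of the 183 genes were above 0. The genes were chosen on these same cells, so the counts are not independent evidence.

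Microglial markers had a median log2 ratio of 2.07, from 0.21 to 3.26. The 7 ratios were above 0 in both batches and under TMM, and 6 stayed above 0 with any 1 cell left out. As a difference of mean log2(CPM + 1), *C1qb* was −0.12 and *C1qc* −0.0092. Medians of the other lists were 0.0040 for D1 medium spiny neurons, from −1.53 to 0.33, 0.99 for D2 medium spiny neurons, from −1.21 to 3.86, −0.23 for all medium spiny neurons, from −0.37 to 0.10, and −0.48 for astrocytes, from −2.20 to −0.25. Among the astrocyte markers, only *Gfap* kept its sign with any 1 cell left out. Among the D2 markers, *Drd2* and *Adora2a* kept theirs, while *Penk*, *Gpr6* and *Sp9* did not. Endothelial markers had 0.22 over 3 genes with a ratio, from −2.73 to 0.89. Cholinergic interneuron markers were detected in 13.2% of cells on average, and the 2 genes with a ratio had −2.74 for *Chat* and 0.62 for *Slc5a7*. Both signs rest on single cells, since *Chat* ran from −4.18 to 4.74 and *Slc5a7* from −2.16 to 4.32 with any 1 cell left out. GABAergic markers had 0.29 and glutamatergic markers 1.08.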
